# MCM2-7 loading-dependent ORC release ensures genome-wide origin licensing

**DOI:** 10.1038/s41467-024-51538-9

**Published:** 2024-08-24

**Authors:** L. Maximilian Reuter, Sanjay P. Khadayate, Audrey Mossler, Korbinian Liebl, Sarah V. Faull, Mohammad M. Karimi, Christian Speck

**Keywords:** DNA, Origin selection

## Abstract

Origin recognition complex (ORC)-dependent loading of the replicative helicase MCM2-7 onto replication origins in G1-phase forms the basis of replication fork establishment in S-phase. However, how ORC and MCM2-7 facilitate genome-wide DNA licensing is not fully understood. Mapping the molecular footprints of budding yeast ORC and MCM2-7 genome-wide, we discovered that MCM2-7 loading is associated with ORC release from origins and redistribution to non-origin sites. Our bioinformatic analysis revealed that origins are compact units, where a single MCM2-7 double hexamer blocks repetitive loading through steric ORC binding site occlusion. Analyses of A-elements and an improved B2-element consensus motif uncovered that DNA shape, DNA flexibility, and the correct, face-to-face spacing of the two DNA elements are hallmarks of ORC-binding and efficient helicase loading sites. Thus, our work identified fundamental principles for MCM2-7 helicase loading that explain how origin licensing is realised across the genome.

## Abstract (web summary)

Correct loading of the MCM2-7 helicase is crucial for DNA replication and cell cycle progression. Here, the authors used high-resolution genomics to demonstrate how ORC is displaced from origins, which serves as a mechanism for distributive MCM loading onto DNA.

## Introduction

Replication origins serve as central sites for origin recognition, helicase loading, initial DNA unwinding, and replication fork establishment. The accurate regulation of these events is central to genome stability^1,2^. *Saccharomyces cerevisiae* contains about 350 confirmed replication origins, also termed autonomous replication sequences (*ARS*). These contain genetically defined A-, B1-, and B2-elements^3,4^. The A- and B1-elements function as the primary binding sites of the origin recognition complex (ORC)^5,6^, while the B2-element is poorly defined at a sequence level and has been proposed to act both as a secondary ORC binding site^7,8^ and as a DNA unwinding element^9^. During early G1-phase, ORC, with the help of Cdc6 and Cdt1, loads two copies of the hetero-hexameric MCM2-7 helicase onto double-stranded DNA (dsDNA), a process termed DNA licensing^10^. As MCM2-7 represents the catalytic core of the replicative helicase, it is essential that DNA licensing occurs evenly throughout the genome, otherwise sections of DNA would be left unreplicated^11^. Once the MCM2-7 double hexamer (DH) forms on DNA, it is initially inactive for DNA unwinding^12^. During the G1-S-phase transition, S-phase specific kinases and a series of replication factors activate the MCM2-7 double hexamer to promote the formation of bidirectional replication forks^6,10,13,14^.

Although helicase loading has been investigated in vitro and in vivo^15–17^, it is still unclear how specific origin sequences are utilised for helicase loading in vivo. Indeed, the precise genomic binding sites of ORC and MCM2-7 are not fully understood. Therefore, we do not know whether helicase loading follows a “distributive” loading mechanism, where maximal one MCM2-7 DH is loaded at a high-efficiency origin, or a “processive” mechanism, where repetitive MCM2-7 loading occurs at high-efficiency origins. Uncovering the binding sites of ORC and MCM2-7 at near base-pair resolution has the potential to reveal how the genome can be licensed for DNA replication.

Using high-resolution ChIP-Exo^18^ we show that ORC and MCM2-7 have overlapping origin binding sites, which renders DNA licensing a self-limiting process that ensures distributive helicase loading along the genome. Moreover, our bioinformatic analysis uncovered a specific B2 sequence motif. Interestingly, we found that the A- and B2-elements demarcate the MCM2-7 DH location at replication origins, revealing that DHs are generally immobile following loading and that origins adopt a very compact organisation in vivo. As such, our work explains how replication factors utilise replication origins to promote and regulate genome-wide helicase loading.

## Results

### Identification of the ORC and MCM2-7 binding sites at base pair resolution

It is well established that in G2-phase only ORC is bound to the origin, while in G1-phase MCM2-7 helicase loading occurs^19^. On the other hand, whether the MCM2-7 DH binds to specific origin sequences and how MCM2-7 loading transforms the origin organisation is only partially understood. To address these questions, we generated genomically FLAG-tagged Orc2 and Mcm4 yeast cells and employed ChIP-Exo to study protein-DNA interactions. 

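In ChIP-Exo, immunoprecipitated chromatin is trimmed by lambda exonuclease up to the cross-linked protein, so that the read ends mark the borders of the bound DNA. The libraries analysed here come from W303 yeast cells and cover Mcm4, a subunit of the MCM2-7 helicase, in G1-phase (arrest with the mating pheromone alpha-factor), Orc2, a subunit of ORC, in the same arrest, and Orc2 in G2-phase (arrest with nocodazole, which blocks spindle assembly). Each condition had 2 biological replicates. Orc2 in S-phase was not analysed here. The authors aligned the reads with Bowtie2 (version 2.3.5) to the R64 genome, which is the sequence of another strain, S288C. They called binding events with ChExMix (version 0.45) on each replicate separately, with at least 1.5-fold enrichment, a q-value threshold of 0.01, and by their description, tRNA genes and the rDNA left out. ChExMix fits a mixture model to the read ends and places each event at a single base. The deposited lists give that position and the authors' score of each event, a whole number from 66 up to a cap of 1000. The paper's text does not define this score, which was used here only to rank or filter events within a list. The lists hold no read counts, so the depth behind an event is unknown, and the paper states typically 3000000 reads per library with at least 1000000 mapped.
The lists held 1982 and 1723 MCM2-7 events in replicates 1 and 2, 1170 and 1379 ORC events in G1, and 2178 and 861 ORC events in G2. The score was at its cap for 59.1% and 51.9% of the MCM2-7 events, 29.4% and 35.4% of the ORC events in G1, and 11.0% and 6.97% of those in G2. An event was counted as shared when the other replicate had an event within 50 bp. This held for 89.3% of MCM2-7 events (95% Wilson interval 88.2 to 90.2), 76.1% of ORC events in G1 (74.4 to 77.7) and 68.2% in G2 (66.6 to 69.9), where the intervals cover counting error only. Requiring 25 bp moved these shares most, to 75.5%, 59.3% and 51.4%. In G2, the share was 60.7% for the longer list of replicate 1 and 87.5% for the shorter list of replicate 2.
Events were set against the 332 A-elements of Supplementary Data 1, and 93.8% of all 9293 events lay within 250 bp of one. The paper states that it corrected A-element positions, where needed, by its ORC and MCM2-7 footprints and left out origins without MCM2-7. Detection at A-elements and distances from them are thus partly set by how the list was made. Distances were counted in bp from the central adenine, positive downstream on the strand of the A-element, which is given for 329 of them. In R64, 285 of these 329 listed positions hold an adenine on that strand and 44 do not, and all were used as listed. An origin was represented by its nearest event within 150 bp in each replicate, and the values of both replicates were averaged. Ranks are percentiles of an event's score within its own list, with 100 the highest. With 2 replicates per condition a test across replicates would have little power, and none was run. Tests were run across origins, which are not independent replicates.

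**Figure D1:**
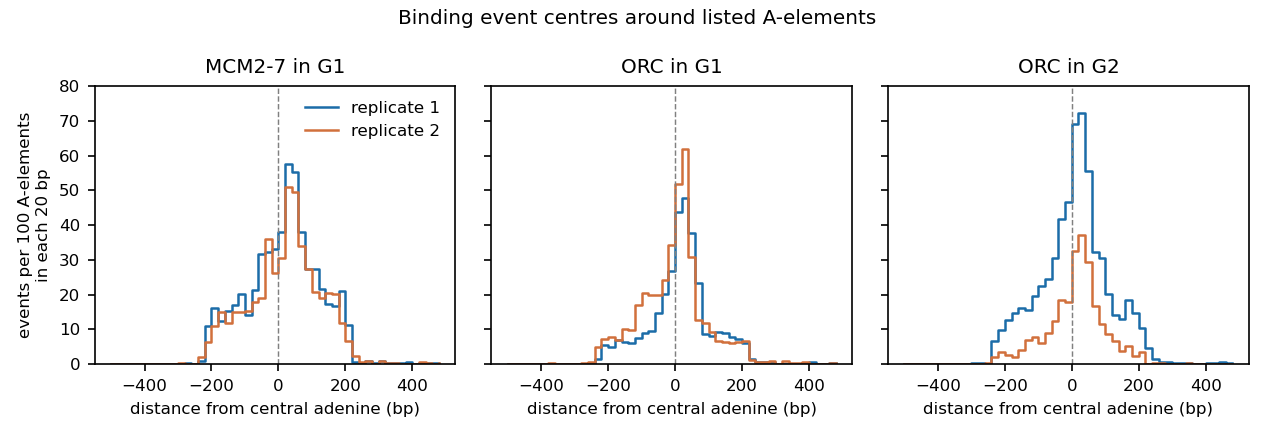
Binding event centres around the A-elements, as events per 100 A-elements in each 20 bp (vertical axis) by distance from the central adenine in bp (horizontal axis), with 1 line per replicate and 1 panel each for MCM2-7 in G1, ORC in G1 and ORC in G2. In all 6 lists the highest value lies 20 to 40 bp downstream, with 57.4 and 51.1 MCM2-7 events, 47.7 and 62.0 ORC events in G1, and 72.3 and 37.1 ORC events in G2 per 100 A-elements (replicates 1 and 2).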

The genome-wide footprints generated by ChIP-Exo are compact, as the method uses an exo-nuclease to define the edge of the protein-DNA interaction site at near base-pair resolution^18,20^ (Fig. 1). Thus, our approach identified the location of ORC in G2-, G1-, and S-phase and MCM2-7 DHs in G1-phase at unprecedented resolution.

**Fig. 1:**
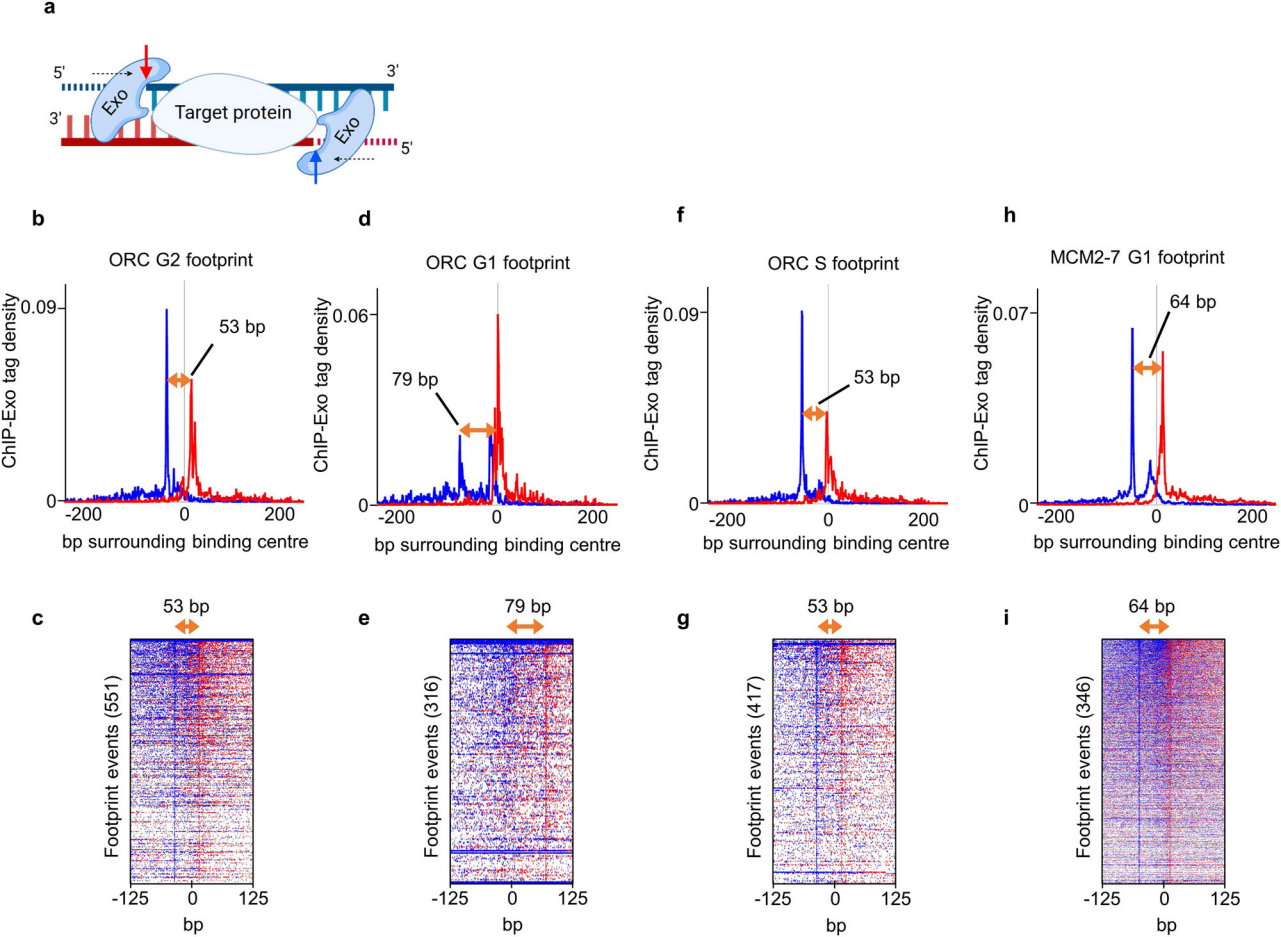
ChIP-Exo identifies precise ORC and MCM2-7 binding sites at origins in *S. cerevisiae.* **a** Lambda exonuclease digestion yields molecular footprint specificity in ChIP-Exo 5.0. Cross-linked and sheared chromatin is immunoprecipitated via the tagged protein. After washing, protruding DNA is digested with Lambda exonuclease and unique molecular identifiers are ligated before the DNA is eluted and libraries are amplified. **b**, **d**, **f**, and **h** Composite plots of ChIP-Exo 5.0 tag distribution patterns (forward strand in blue and reverse strand in red) of (**b**) Orc2 from G2-arrested cells, (**d**) Orc2 from G1-arrested cells, (**f**) Orc2 in S-phase (24 min post alpha-factor release), and (**h**) MCM2-7 double hexamers (Mcm4) from G1-arrested cells ±250 bp. The individual MCM2-7 DH and ORC footprint sizes are indicated (orange arrows). **c**, **e**, **g**, and **i** Representative heat maps of ChIP-Exo 5.0 tag enrichments, sorted by decreasing signal, of the footprint events shown in **b**, **d**, **f**, and **h** of Orc2 and Mcm4 ± 125 bp. The individual MCM2-7 DH and ORC footprint sizes are indicated (orange arrows). **a** created with BioRender.com released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license. Source data is provided as a Source Data file.

ChIP-Exo mixture model (ChExMix)^21^ analysis of 346 characterised replication origins showed that ORC in G2-phase covers, on average, a 53 bp stretch of DNA (Fig. 1b and c), which increased to 79 bp in G1-phase (Fig. 1d and e) and decreased to 53 bp in S-phase (Fig. 1f and g). The footprints’ sizes and locations are consistent with previous in vitro and in vivo observations at individual origins^22–24^. MCM2-7 DHs produced a footprint of 64 bp, consistent with a recent genomic study and previous cryo-EM studies that visualised the MCM2-7 DH on DNA (Fig. 1h and i)^25–28^. To understand the distribution of the helicase across the origin, we measured the average normalised MCM2-7 DH occupancy by read depth in an 800 bp fragment surrounding each origin boundary. We found that 78% of the read counts were localised in a narrow 60 bp window (Supplementary Fig. S1). 

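MCM2-7 events within 400 bp of an A-element were counted over both replicates, where an event of replicate 2 within 50 bp of one of replicate 1 was not counted again. Events of the same list were not merged. Of the 324 origins with any event, 323 had multiple events and 1 had a single event (95% Wilson interval of the share 0.0545 to 1.73%), with a median of 6 events per origin. The number of single-event origins differed between the replicates, with 1 in replicate 1 and 11 in replicate 2. Among the alternatives set for it, the number moved most when only events at or above the median score of their list were kept, which for MCM2-7 are the events at the cap, and was then 22 origins. Neighbouring events at 1 origin were close together: the median gap was 40 bp in replicate 1 and 34 bp in replicate 2, and 75.9% and 69.6% of the gaps were shorter than the 64 bp footprint. Joining events up to 64 bp apart into 1, a choice made after the lists had been seen, moved it further and gave 77 origins with a single event.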

Consistently, we identified that ~41.5% of origins (143/346) exhibit isolated, sharp, and single peaks (Supplementary Fig. S1a), ~25.5% (88/346) exhibit several peaks with a prominent single peak (Supplementary Fig. S1b, lower panel), and ~33% (115/346) showed multiple ( ≥ 2), often equally strong MCM2-7 DH peaks per origin (Supplementary Fig. S1b, upper panel). On the other hand, the multi-MCM2-7 DH origins frequently show multiple ORC peaks ( ~ 82%), with only a minority harbouring single ORC peaks ( ~ 18%, Supplementary Fig. S1b and c). This suggests that single MCM2-7 DHs become loaded at replication origins while multi-MCM2-7 peaks are less frequent and may rather reflect the differential use of ORC binding sites across cell populations.

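ORC events in G1 were counted in the same window. Of the 323 origins with multiple MCM2-7 events, 315 had multiple ORC events (97.5%, 95% Wilson interval 95.2 to 98.7). The only origin with a single MCM2-7 event also had multiple ORC events, and 1 origin is too few for a comparison of the groups. With events at or above the median score of each list, 79.8% of the multi-MCM2-7 origins had multiple ORC events, more than the 9 of 17 single-MCM2-7 origins (Fisher's exact test, two-sided, p = 0.0151). This was the alternative that moved the share most. With events up to 64 bp apart joined, a choice made after the lists had been seen, multiple ORC events were found at 201 of 247 multi-MCM2-7 origins (81.4%) and at 55 of 77 single-MCM2-7 origins, which was not a detectable difference (Fisher's exact test, two-sided, p = 0.0772).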

Next, we studied the location of ORC in G2- and G1-phase. Comparing all origin binding events of ORC revealed differential binding in G2- and G1-phase, similar to previous observations (Fig. 2a)^17^. 

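An ORC event within 150 bp was found at 323 and 321 of the A-elements in G1 (replicates 1 and 2) and at 325 and 301 in G2, so nearly every A-element was occupied by this measure in both phases. With events at or above the median score of each list, an event in both replicates was left at 225 of the 332 A-elements in G1 and at 214 in G2. To compare the phases beyond presence, each origin was given the place of its first-listed event among the origins in each list, a measure chosen after the lists had been seen. Across origins, Spearman's rho was 0.698 between the G1 replicates and 0.752 between the G2 replicates. Between a G1 and a G2 list it was lower in each of the 4 pairs, from 0.535 to 0.653. In all 6 pairs the two-sided permutation p was 1e-05, the smallest that 100000 resamples can give (Benjamini-Hochberg q = 1.36e-05 over 15 pairs of lists). These p values test each rho against 0, not the phases against each other. The rho between the G1 replicates exceeded the higher rho with a G2 list by 0.114 for G1 replicate 1 (bootstrap interval 0.03995 to 0.176). For G1 replicate 2 the difference was 0.0466 (-0.0434 to 0.118) and undecided. The rho between the G2 lists exceeded the higher rho of G1 replicate 2 with a G2 list by 0.127 (0.0463 to 0.193).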

Based on the G2-phase ORC binding we classified origins into four groups (clusters C1-C4) each representing ~25% of origins (Fig. 2a–c). 

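Supplementary Data 1 assigns 323 origins to the clusters, 81 each to C1, C2 and C3 and 80 to C4. With an event in at least 1 replicate counted as detection, ORC was found in G2 at 78 origins of C1, 79 of C2, 78 of C3 and 72 of C4, and at the same numbers in G1. No origin was gained or lost in any cluster (exact McNemar test, two-sided, p = 1 and Benjamini-Hochberg q = 1 in each of 4 clusters). At this level of detection the presence of an event cannot show a change of occupancy. When an event was required in both replicates, the count in C4 was higher by 12 origins in G1 (exact McNemar test, p = 0.00418, q = 0.0167), a difference that rests on G2 replicate 2, where 57 C4 origins had an event against 72 in replicate 1.
The order in which the origins are listed by ORC binding in G2 was compared with the place of their first-listed event in each list, a comparison chosen after the lists had been seen. Across origins, Spearman's rho with the listed order was 0.642 and 0.604 for the G2 replicates, 0.697 for G1 replicate 1 and 0.931 for G1 replicate 2 (two-sided permutation p = 1e-05 for each, the smallest possible, q = 1.2e-05 over 6 lists). Of the origins with an event in G1 replicate 2, 80.6% fell into the same 25% in both orders, against 45.6% and 50.5% for the G2 replicates.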

We then analysed the underlying sequences of clusters C1-C4 and found that cluster C1 contains origin sequences that are highly similar to the known A-element consensus sequence, while clusters C2-C4 displayed decreasing degrees of similarity (Fig. 2d). 

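Each A-element was compared with the 11 bp consensus WTTTAYRTTTW in the R64 genome, where W is A or T, Y is C or T and R is A or G. The mean number of matching positions was 9.78 ± 1.75 (SD, n = 81 origins) in C1, 9.84 ± 1.44 (n = 81) in C2, 9.79 ± 1.23 (n = 81) in C3 and 9.40 ± 1.64 (n = 80) in C4. The clusters were not distinguishable on this measure (permutation test of the Kruskal-Wallis statistic, p = 0.0735). Full matches numbered 36 in C1, 27 in C2, 23 in C3 and 19 in C4. Across origins, the number of matches and the mean ORC rank in G2 had a Spearman's rho of 0.0724 (two-sided permutation p = 0.205, q = 0.615 over 3 relations). Among the single ORC lists, rho lay between 0.0136 in G2 replicate 1 and 0.119 in G1 replicate 1 (p = 0.0372), with q of at least 0.149 over 4 lists. These comparisons were chosen after the lists had been seen, and the genome sequence is not that of the strain used. Listed positions without an adenine in R64 were included.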

Consistent with the idea that budding yeast ORC has DNA sequence specificity, we suggest that a less conserved A-element results in reduced ORC interaction when compared to an origin containing a highly conserved A-element^22,29^ and that this ultimately correlates with replication timing (Supplementary Fig. S2a). 

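Chromosome ends and centromeres were taken from the R64 annotation, and an A-element within 20000 bp of either was counted as near. This was the case for 30 of 81 C1 origins (37.0%, 95% Wilson interval 27.3 to 47.9) and for 34 of 242 origins of C2 to C4 (14.0%, 10.2 to 19.0), a difference of 23.0 percentage points (Fisher's exact test, two-sided, p = 2e-05). All 30 of these C1 origins had an ORC event in G2. With 10000 bp in place of 20000 bp the difference was 14.8 points (Fisher's exact test, p = 0.00036), the largest movement among the distances tried, and with 30000 bp it was 25.0 points (p = 2.27e-05).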

Interestingly, cluster C1 was enriched for origins bound near telomeres and centromeres (Supplementary Fig. S2b), suggesting that several origins in specialised chromatin are highly occupied by ORC.

**Fig. 2:**
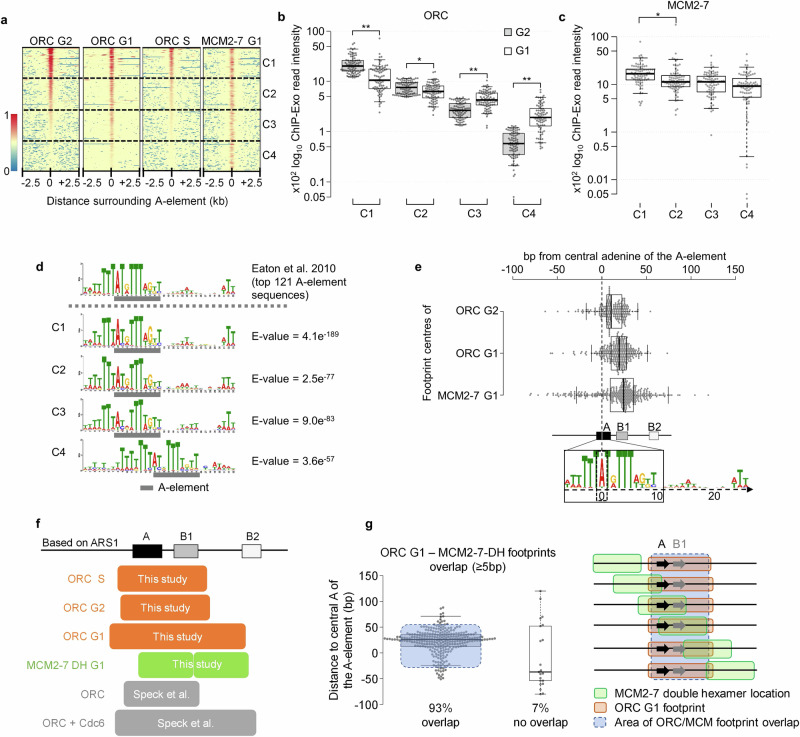
ORC and MCM2-7 binding sites overlap at origins. **a** ChIP-Exo 5.0-derived heat maps of Mcm4 and Orc2 binding in G1-, G2-, and S-phase at 346 origins. Centred are A-elements ± 2.5 kbp, sorted by ORC signal intensity in G2-phase. **b** Quantification of ORC binding in clusters C1-C4 from (**a**). Individual values, as well as the median, 1st, and 3rd quartiles, are shown. Whiskers extend to 5th and 95th percentile. Significance levels were calculated using two-sided Wilcoxon Signed-rank tests from 81 origins (C1-C3) and 80 origins (C4) (*: *p* < 0.0001, **: *p* < 0.00001). **c** Quantification of MCM2-7 DH binding in clusters C1-C4 from (**a**). Data representation and statistics as in (**b**). **d** ORC binding intensity correlates with A-element similarity. Comparison of the standard A-element sequence^62^ with the identified motifs derived from ORC heat map clustering in (**a**). The standard A-element locations are highlighted (grey bar). **e** MCM2-7 DH and ORC binding sites overlap at origins. Distance calculations from the central adenine (dotted line) of the A-element sequences to the binding centre of MCM2-7 (*n* = 329), ORC in G1-phase (*n* = 301) and ORC in G2-phase (*n* = 229) are depicted. The locations of conserved origin DNA elements are based on *ARS1* and were aligned with the consensus A-element sequence. Individual distances (dots) as well as the median, 1st, and 3rd quartiles are shown. Whiskers extend to < 1.5x IQR from 1st and 3rd quartiles. **f** Graphic overview of in vivo ORC footprints in G1-phase (79 bp) and G2-phase (53 bp) and MCM2-7 DH footprints in G1-phase (64 bp) relative to the *ARS1* origin and comparison with published in vitro footprints^23^. **g** Characterisation of MCM2-7 DH and ORC overlap in G1-phase. Distances from the central adenine of the A-element (0 bp) to the binding centres of individual MCM2-7 DHs are shown (*n* = 301). 93% of DHs overlap with the corresponding ORC footprint in G1-phase. Individual distances (dots) as well as the median, 1st, and 3rd quartiles are shown. Whiskers extend to < 1.5x IQR from 1st and 3rd quartiles. The area where 93% of ORC and MCM2-7 binding sites overlap is indicated (blue box, 5th to 95th percentile). Schematic overview of MCM2-7 DH (green) and ORC (orange) locations on *ARSs* with overlap (blue). For **a**–**g** source data is provided as a Source Data file.

Surprisingly, cluster C1 and C2 sites with high ORC occupancy in G2-phase showed a 48% and 17% reduction in Orc2 occupancy in G1-phase, respectively, while cluster C3 and C4 sites with low Orc2 in G2-phase displayed a 62% and 231% increase in Orc2 binding in G1-phase (Supplementary Fig. 2a, b, and Supplementary Fig. S2a and c). Thus, the data indicate that ORC becomes released from C1 and C2 sites during the G2- to G1-phase transition and accumulates in G1-phase at C3 and C4 sites. 

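Because the score is comparable only within a list, the change of ORC was measured as the percentile of an origin's event in G1 minus its percentile in G2, each averaged over replicates. The mean change was -1.79 percentile points in C1 (SD 21.9, n = 78 origins, p = 0.47), 2.63 in C2 (SD 23.1, n = 79, p = 0.317), 2.26 in C3 (SD 23.4, n = 78, p = 0.396) and -6.27 in C4 (SD 19.8, n = 72, p = 0.00913). These are two-sided sign-flip permutation tests across origins. With Benjamini-Hochberg adjustment over 4 clusters, q was 0.47 in C1, C2 and C3 and 0.0365 in C4, where 28 of 72 origins rose. The C4 value was decided by replicate 2. Between the lists numbered 1, C4 rose by 5.34 points (SE 3.93), with 39 origins up and 33 down, whereas between the lists numbered 2 it changed by -17.4 points (SE 3.24), with 12 up and 43 down. In G1, the median percentile of C4 origins was 56.4 in replicate 1 and 18.7 in replicate 2. Keeping events at or above the median score moved C4 most among the alternatives with both replicates, to -1.35 points (q = 0.808). First-listed events, an alternative added later, gave a larger fall in C4, with a change of -10.4 points (q = 4e-05, 18 of 72 origins up). For C1 the cap of the score limits what a rank can show, as 69.2% and 82.1% of its nearest events in G1 were at the cap. With first-listed events, C1 fell by 4.15 points (a change of -4.15, q = 0.0297, 17 of 78 origins up), and with these ranked among the origins only it rose by 7.35 points (q = 0.0121, 45 of 78 up), so the direction in C1 depends on the ranking. Both alternatives were added later.
The origins listed first in C1 are ARS514 (chromosome V, 287574), ARS202 (chromosome II, 63370) and proARS902 (chromosome IX, 7742), all intergenic in R64. ARS514 had no event in any of the 6 lists, and the nearest event lay 8785 bp away. ARS202 had its nearest ORC event at 4 and 0 bp from the A-element in the G2 replicates and at -6 and 2 bp in the G1 replicates, and proARS902 at -4 and 7 bp in G2 and -5 and 8 bp in G1. Those listed first in C4 are an origin at 520963 on chromosome XV, an origin at 114626 on chromosome III and ARS310 (chromosome III, 166706), likewise intergenic. The first 2 of these had no event in any list. ARS310 had its nearest ORC event at 4 and 79 bp in G2 and at -13 and 8 bp in G1.

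**Figure D2:**
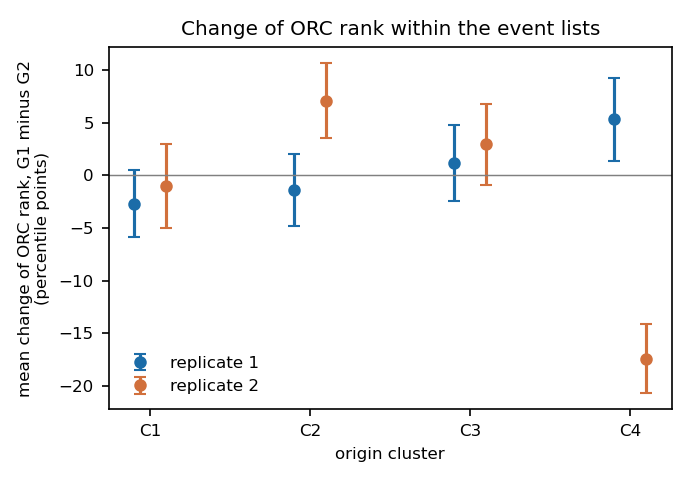
Mean change of the ORC rank from G2 to G1 (vertical axis, percentile points) by origin cluster (horizontal axis), with 1 point per replicate number and bars of 1 standard error across origins. The points of C4 lie at 5.34 for replicate 1 and -17.4 for replicate 2, on opposite sides of 0, and those of C2 at -1.40 and 7.09.

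The paper reasons from read intensities at these sites, which the event lists do not hold. From lower Orc2 occupancy at C1 and C2 and higher occupancy at C3 and C4 in G1-phase, it reasons that ORC leaves the former and accumulates at the latter, and its Discussion leaves the reason for the rise at C3 and C4 open.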

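An MCM2-7 event in at least 1 replicate was found at 77 of 81 C1 origins, 79 of 81 C2 origins, 78 of 81 C3 origins and 71 of 80 C4 origins, and these shares were not distinguishable (permutation test of the chi-square statistic, p = 0.0602). High shares were partly fixed in advance, because the paper left out origins without MCM2-7. The median rank of the nearest MCM2-7 event was 72.3 in C1, C2 and C3, the value that events at the cap of the score share in both lists, and 54.7 in C4. Across the clusters the ranks differed (permutation test of the Kruskal-Wallis statistic, p = 0.00319). The difference of 17.6 points between the medians of C1 and C4 was not tested by itself and was 0 in either replicate alone. When the first-listed event of each origin was ranked among the origins only, which removes the ties at the cap, the medians in replicate 1 were 70.2 in C1, 45.6 in C2, 41.0 in C3 and 46.9 in C4. In replicate 2 they were 69.5, 43.6, 42.6 and 40.3 in the same order. The difference between the medians of C1 and C4 was then 27.7 points. Across the clusters these ranks differed as well (permutation test of the Kruskal-Wallis statistic, p = 1e-05, the smallest possible). Both rankings of MCM2-7 were chosen after the lists had been seen.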

Finally, when analysing MCM2−7 DH binding, we found that C1 sites displayed the most robust Mcm4 occupancy while clusters C2, C3, and C4 showed reduced occupancies (C1 to C2: −33%, C2 to C3 and C4 −19%, Fig. 2c). Hence, although clusters C1-C4 displayed pronounced differences in ORC occupancy (Fig. 2a and b), MCM2-7 loading varied to a lesser degree, in line with the idea of even distribution of origin licensing across the genome (Fig. 2c). Finally, origins that display a stronger reduction in ORC occupancy during the G2- to G1-phase transition displayed increased MCM2-7 loading (Fig. 2c and S2d). Thus, sites that show strong ORC displacement are frequently sites of efficient origin licensing, a trend that was not observed for C3 and C4 sites (Figs. 2c and S2d). 

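The change of the ORC rank from G2 to G1 was set against the mean MCM2-7 rank of the same origin, a relation added after the lists had been seen. Over 156 origins of C1 and C2, Spearman's rho was 0.0164 (two-sided permutation p = 0.84), and over 149 origins of C3 and C4 it was -0.0297 (p = 0.716), with q = 0.84 for both over 3 relations. Ties at the cap limit these values. In C1 and C2 they held 67.1% to 81.8% of the nearest MCM2-7 events per list and 51.9% to 82.1% of those of ORC in G1. By place in the list, which removes these ties, rho was 0.0215 in C1 and C2 (permutation p = 0.789) and -0.0981 in C3 and C4 (p = 0.233). With first-listed events ranked among the origins only, rho was -0.126 in C1 and C2 (p = 0.117, q = 0.117) and -0.221 in C3 and C4 (p = 0.00686, q = 0.0206). This alternative changed the call in C3 and C4.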

In summary, we conclude that ORC shows high affinity binding to a subset of origin in G2 phase and becomes displaced from these high-efficiency origins during the G2-G1 transition.

Next, we wondered where ORC and MCM2-7 DH binding sites were located within origin sequences. Therefore, we analysed the origin binding sites of ORC and MCM2-7 more closely by plotting the location of the ORC and MCM2-7 DH footprint centres in G2- and G1-phase (Fig. 2e). This analysis shows that ORC in G2-phase is centred across the A- and B1-elements. 

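Of the A-elements with a strand, 322 had an ORC event in G2 within 150 bp. The nearest event centre lay at a median of 6.5 bp downstream of the central adenine, with quartiles of -3.5 and 17.8 bp. The replicates gave medians of 4 and 9.5 bp. At a single origin the position was less certain than these medians, as the replicates differed by a median of 19 bp over the 298 origins with an event in both. The alternative that moved the distance most took the first-listed event of each origin in place of the nearest and gave a median of 16.5 bp. It was added after the lists had been seen.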

In G1-phase, when ORC is known to interact with Cdc6, the ORC footprint expands^19,24,30,31^. Binding centres are located predominantly near the B1-element, similar to the in vitro ORC-Cdc6 binding^23^ (Fig. 2f, Supplementary Data 1). 

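In G1, the nearest ORC event centre lay at a median of 6.25 bp downstream of the central adenine (quartiles -3.5 and 16.9 bp), from medians of 7 and 5.5 bp in replicates 1 and 2. At 321 origins with an ORC event in both phases, the centre in G1 minus that in G2 was -1.85 ± 31.9 bp (mean ± SD). A shift between the phases was therefore not detectable (sign-flip permutation test, two-sided, p = 0.303), and 150 of the 321 centres moved downstream. Choosing the event nearest to the A-element in both phases can make a shift smaller. The replicates went in opposite directions, with a mean of 1.74 bp and 170 of 320 centres downstream between the lists numbered 1, and of -5.60 bp and 117 of 296 between the lists numbered 2, neither of them tested. Taking the first-listed event of each origin, the median distance in G1 was 19.5 bp and the shift was -0.0421 bp (permutation p = 0.989).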

Once cells have committed to S-phase, this footprint shrinks again to the G2-phase footprint, indicative of Cdc6 degradation^32^ and licensing incompetence. Importantly, 93% of the MCM2-7 footprint centres were located in a confined area that overlapped with the ORC footprint, as measured for individual origins (Fig. 2g). Conversely, only 7% of MCM2-7 DH binding sites did not overlap with the 79 bp ORC G1-phase footprint. 

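Footprints of 64 bp for MCM2-7 and 79 bp for ORC were centred on the nearest events in G1, and an overlap of at least 5 bp was counted. This was found at 312 of the 322 origins with both events (96.9%, 95% Wilson interval 94.4 to 98.3). The MCM2-7 centre lay at a median of 5.5 bp downstream of the central adenine (quartiles -7.12 and 19.5 bp, n = 320 origins). Measured from the ORC centre of the same origin it lay at 0.754 ± 27.2 bp (mean ± SD, n = 319), which was not distinguishable from 0 (sign-flip permutation test, two-sided, p = 0.624). Choosing the event nearest to the A-element draws both centres towards it, so neither value tests a shared position at the single origin. With the nearest ORC event of another origin, the mean overlap over 1000 draws was 96.1%. Overlap moved most, to 80.1%, when the first-listed events replaced the nearest ones, an alternative added after the lists had been seen. The MCM2-7 centre then lay 7.83 bp downstream of the ORC centre (permutation p = 0.0143). The paper reasons that MCM2-7 footprint centres within the area covered by ORC place the double hexamer across the primary ORC binding site, and it concludes that the double hexamer takes a fixed position at origins.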

In summary, the data show that MCM2-7 DH becomes loaded across the primary ORC binding site and highlights that the MCM2-7 DH assumes a fixed position at origins (Fig. 2e and g).

### ORC becomes dynamically redistributed in G1-phase

As the MCM2-7 DH and ORC cannot occupy the same DNA sequence simultaneously, we hypothesised that ORC binds to origins and subsequently becomes displaced during helicase loading, resulting in MCM2-7 DHs occupying the primary ORC binding sites. To test this model, we performed a time course analysis of ORC and MCM2-7 recruitment to selected replication origins during the G2/M-G1-phase transition (Fig. 3a). We found that Orc2 is initially bound to cluster C1 replication origins but was greatly reduced at the 30 and 45 min time points. Importantly, we observed increased Mcm4 recruitment at the same time points when ORC was released, suggesting that DNA licensing is responsible for ORC release. To test this concept directly, we asked whether inhibition of DNA licensing during the G2/M-G1-phase transition would reduce ORC displacement. We employed *cdc6-1* and *cdc46-1* (*mcm5*) temperature-sensitive alleles, arrested cells in G2/M- or G1-phase and observed that ORC displacement was significantly reduced at non-permissive conditions in G1-phase (Fig. 3b and c). A genome-wide analysis by ChIP-Seq further corroborated that ORC release from class C1 and C2 origins was blocked in the context of c*dc6-1* and *cdc46-1* (*mcm5*) when DNA licensing is hindered (Fig. 3d and e). Thus, our data demonstrate that ORC is displaced from efficient origins in an MCM2-7 DH loading-dependent manner, and ORC rebinding to these origins is suppressed.

**Fig. 3:**
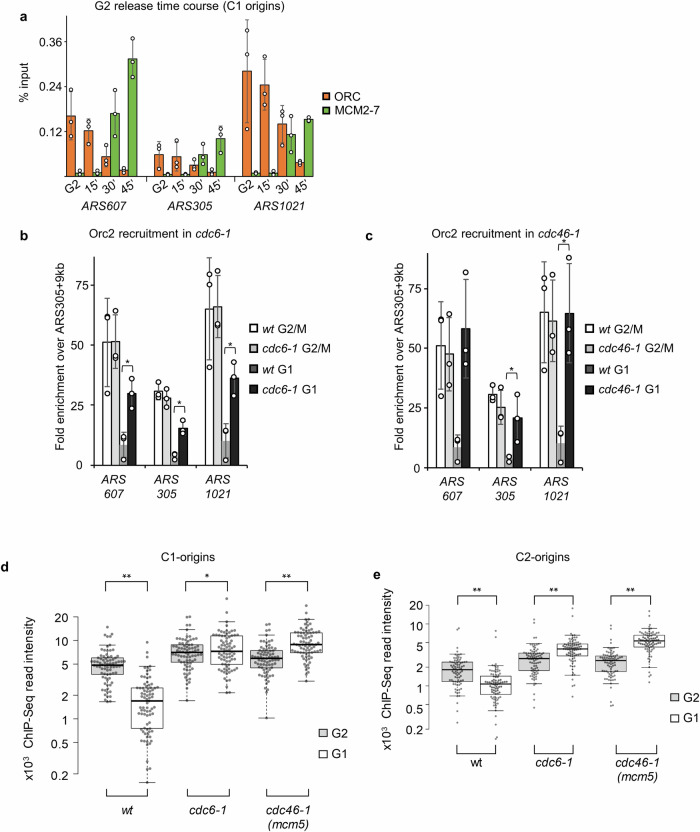
DNA licensing causes ORC release in G1-phase of the cell cycle. **a** MCM2-7 DHs and ORC occupy the same DNA sequentially. ChIP-qPCR analysis of Orc2 or Mcm4 at early origins (*ARS1021*, *ARS607*, and *ARS305*). G2-phase release time course showing ORC loss and MCM2-7 loading upon transition from G2- into G1-phase using a conditional *cdc20* mutant. **b**, **c** Reduced DNA licensing stabilises ORC at origins. ChIP-qPCR analysis of Orc2 at selected early activating origins of G2/M- and G1-phase arrested for wt and *cdc6-1* cells (**b**), or *cdc46-1* (*mcm5*) ts-mutant cells (**c**) at the non-permissive temperature (37 °C). Occupancies are fold enrichments over non-bound DNA close to *ARS305* (*ARS305* + 9 kbp). qPCR data are the average and standard deviation derived from three biological replicates. Significance levels were calculated using two-sided Student’s t-tests (*: *p* < 0.05). **d** and **e** Inhibiting DNA licensing stabilises ORC at origins. ChIP-Seq-derived, genome-wide quantification of ORC binding (Orc2) in wt, *cdc6-1*, and *cdc46-1* (*mcm5*) ts-mutant cells in G2- and G1-phase at the non-permissive temperature (37 °C). Individual values of C1- (**d**) and C2-clustered origins (**e**) as well as the median, 1st, and 3rd quartiles are shown. Whiskers extend to the 5th and 95th percentile. Significance levels were calculated using two-sided Wilcoxon Signed-rank tests (C1 (*n* = 78) and C2 (*n* = 80)) (*: *p* < 0.01, **: *p* < 0.0000000001). For (a-e), source data is provided as a Source Data file.

### Non-origin binding sequences serve as an ORC sink in G1-phase

If ORC becomes released from replication origins in G1-phase due to DNA licensing and rebinding to the same origin is not possible, one would predict that in turn, ORC should accumulate at non-origin sites. To test this hypothesis, we examined our ORC ChIP-Exo data for ORC binding to sites outside of origins in G1-phase. This analysis identified ORC binding to 242 non-origin sites in G1-phase, with little to no binding in G2-phase (Fig. 4a and b, Fig. S3a and b, Supplementary Data 1). This was confirmed by ChIP-qPCR analyses at selected non-origin sites (Fig. S3c and d). 

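ORC events in G1 that lay more than 1000 bp from every listed A-element and had a partner in the other replicate were taken as non-origin sites. There were 36 such events in replicate 1, with 29 different nearest partners in replicate 2, and they lay in 17 loci, 5 of them with an annotated origin. Of the 36, 1 had no ORC event of either G2 replicate within 150 bp (95% Wilson interval of the share 0.492 to 14.2%, which takes the events as independent). The mirror comparison found 39 such events in G2, of which 1 had no event in G1. The count for G1 moved most with the lists numbered 2 alone, to 27 of 61 sites, where the only G2 list is the shortest of all. Events of either replicate, without a partner, set against both G2 lists gave 4 of 97. With the lists numbered 1 alone it was 5 sites. An MCM2-7 event lay within 150 bp of all 36 sites (90.4 to 100%). The lists hold few positions of this kind: 514 of all events (5.53%) lay beyond 1000 bp, in 29 loci of at most 459 bp, and 28 of these loci held MCM2-7 events as well as ORC events of both phases.
The 5 events with the highest mean rank over the G1 replicates fall into a pair of regions. On chromosome VIII of R64, 4 of them lie between 116178 and 116390, in a locus with the annotated origin ARS806. Of these, the events at 116387, 116366 and 116347 in replicate 1 share 1 partner at 116390 in replicate 2, so they are not separate sites. The highest, at 116387, is intergenic and lies 208 bp from the start of the tRNA gene YNCH0003C. The other, at 116178 in replicate 1 and 116185 in replicate 2, lies in replicate 1 within this tRNA gene, 1 bp from its start, although tRNA genes are described as left out. The fifth is on chromosome V at 6741 and 6745, in an intergenic locus with the annotated origin ARS503.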

Generally, Orc2 read intensities at non-origin DNA sites were comparable to C4 origin sites (Fig. S3e). Furthermore, sequence motif analysis of the non-origin bound ORC sites identified a pyrimidine-rich binding motif with reduced sequence specificity than the consensus ORC binding site (Fig. 4c). Interestingly, ORC’s footprint size at these non-origin sites was 53 bp, indicating a binding mode similar to the licensing incompetent ORC that binds to DNA in G2- or S-phase (Fig. 4d, compare with Fig. 1b and f). Consistent with that, we did not observe MCM2-7 signals at these sites (Fig. S3b). To understand whether the binding of ORC to non-origin sites was linked to ORC release from cluster C1 sites, we analysed the *cdc6-1* and *cdc46-1* ChIP-seq data for non-origin sites (Fig. 4e). Indeed, when DNA licensing was blocked and ORC release does not occur (Fig. 3), binding of ORC to non-origin sites was blocked (Fig. 4e). Analysis of all non-origin binding sites found ORC predominantly bound to promoters close to origins, mostly within 1 kbp upstream of the transcription start site (TSS) (Fig. S3f and Fig. 4f). Specifically, 89% of non-origin binding sites were within 380 bp of the TSS and 55% were near TFIIB-binding motifs. In comparison, ORC bound to origins was less enriched for TSS sites, in line with the fact that origins are intergenic features (Fig. S3g). The small ORC footprint size at non-origin sites strongly suggests that Cdc6 is not recruited to these sites. Together with the absence of MCM2-7, the data highlights that ORC interacts in G1-phase with a new set of non-origin DNA sequences, which are T-rich and characterised by open chromatin.

**Fig. 4:**
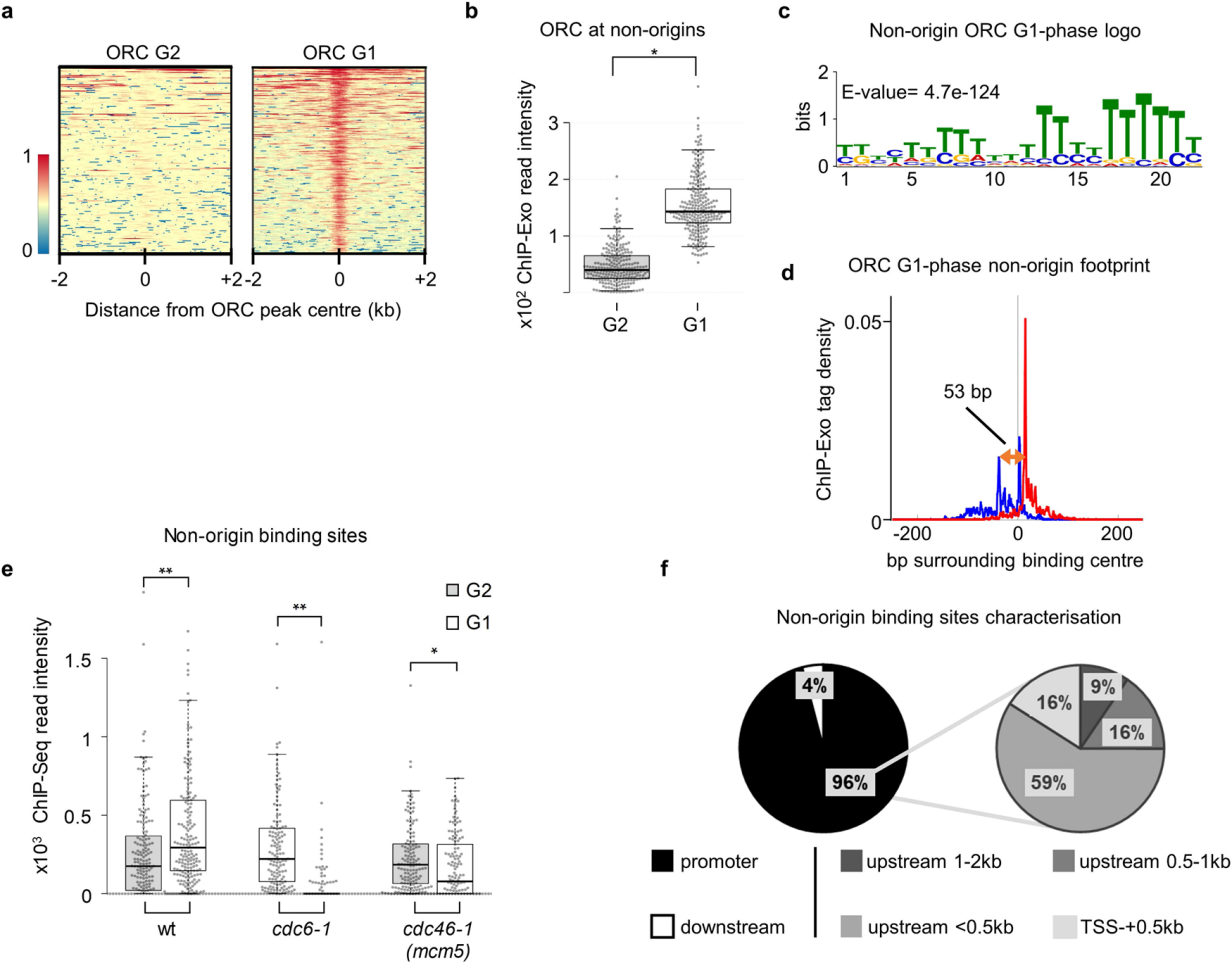
ORC redistributes from origins to non-origin binding sites in G1-phase. **a** ChIP-Exo 5.0-derived heat maps of Orc2 (ORC) in G1- and G2-phase at non-origin binding sites (*n* = 242). Centred are peak signal intensities ±2 kbp, sorted by Orc2 signal intensity in G1-phase. **b** Quantification of ORC signals at non-origins binding sites in G2- (*n* = 235) and G1-phase (*n* = 242). Individual values, as well as the median, 1st, and 3rd quartiles, are shown. Whiskers extend to the 5th and 95th percentile. Significance levels were calculated using two-sided Student’s t-tests (*: *p* < 0.0000000001). **c** Motif finding at non-origin binding sites retrieved a pyrimidine-rich motif as an alternative ORC binding motif (57% of all sites). **d** Composite plot of ChIP-Exo 5.0 tag distribution patterns (forward strand in blue and reverse strand in red) of Orc2 from G1-phase arrested cells ± 250 bp at non-origin binding sites. The individual ORC footprint size is indicated (orange arrow). **e** Inhibiting DNA licensing reduces ORC occupancy at non-origin binding sites. ChIP-Seq-derived, genome-wide quantification of Orc2 binding (ORC) in wt, *cdc6*-1, and *cdc46*-1 (*mcm5*) ts-mutant cells in G2- and G1-phase at the non-permissive temperature (37 °C). Individual values, as well as the median, 1st, and 3rd quartiles, are shown. Whiskers extend to the 5th and 95th percentile. Significance levels were calculated using two-sided Wilcoxon Signed-rank tests from origins (wt (*n* = 171), *cdc6-1* (*n* = 136), and *cdc46-1* (*n* = 138) (*: *p* < 0.01, **: *p* < 0.00001). **f** ORC peaks at non-origin binding sites localise to promoters. Pie charts highlighting the binding region of non-origin binding sites of ORC in G1-phase. For (**a**–**c**) and (**e**–**f**) source data is provided as a Source Data file.

### The role of the B2-element in DNA licensing

Recent single-molecule experiments revealed that a sole ORC molecule can participate in the loading of the first and second MCM2-7 hexamer^8^. Initially, ORC binds to its primary binding site, the A-element, where it loads the first MCM2-7 hexamer. The second MCM2-7 hexamer loading event benefits from a specific ORC-MCM2-7 interaction^15^, which allows ORC to flip and transition from its primary DNA binding site to a secondary binding site.

However, ORC’s secondary DNA binding site at replication origins remains ill-defined. One possibility is that the B2-element could serve as this additional ORC binding site^8,15^. So far, very few B2-elements have been experimentally defined^33^. Mutational analyses of the B2 element highlighted that it is important for DNA replication, but due to the poor sequence conservation, it was difficult to explore it in more detail^29,33^. Indeed, as the experimentally identified B2-elements differed widely in sequence, length, and location, it proved challenging to define a clear-cut motif, which predicts not only the correct sequence but also the correct location and orientation of the B2-element^7,33,34^. Thus, we wondered whether our MCM2-7 ChIP-Exo data could reveal insights into B2-element sequence, location, and function.

As ORC binds preferentially to T-rich sequences^22^, we initially investigated the thymidine composition near MCM2-7 binding sites. Aligning DNA sequences bound by the most or least abundant MCM2-7 origins (Fig. S4a) revealed the presence of an AT-skew across the DH binding site. Moreover, when sorting the MCM2-7 DH-covered sequences by their replication time^35,36^, we observed that early origins, which load MCM2-7 efficiently, display a more uniform AT-skew, a more canonical A-element and a clear bias towards an A-rich sequence in the proximity of the putative B2-element site (Fig. S4b, upper panels). This suggests that the AT-skew will help to position ORC in a head-to-head configuration (Fig. S4C). Moreover, this DNA sequence arrangement will limit helicase loading specifically to the AT-skew region, which in turn generates specificity. However, aligning these origin sequences by the A-element failed to identify a clear-cut B2 motif (Fig. S4b, lower panel).

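The skew was computed in the R64 genome as thymine minus adenine over their sum, on the strand of the A-element, for the 32 bp on each side of the MCM2-7 event centre. Over 320 origins the mean skew was 0.242 upstream and 0.0781 downstream. The difference of 0.164 ± 0.437 (mean ± SD) was above 0 at 202 origins (sign-flip permutation test, two-sided, p = 1e-05, the smallest possible). It moved most with 50 bp on each side, to 0.216. Between the 64 origins whose MCM2-7 event stood highest in the lists and the 64 where it stood lowest, the differences of 0.263 (SE 0.0575) and 0.103 (SE 0.0636) were not distinguishable (permutation test, two-sided, p = 0.0645).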

Thus, we wondered whether B2 sequences may have a variable distance to the A-element. We searched for a potential B2-element sequence next to the MCM2-7 double-hexamer ChIP-Exo footprints, focussed on AT-rich sequences that are known to support ORC-Cdc6 complex formation^37^, and took advantage of experimentally defined B2 sequences^7,33^. In an iterative process, we identified a DNA sequence that predicts a B2-element motif at most replication origins. This motif fits well with low-throughput genetically determined B2 sequences^29,33,38–41^ and predicts B2 sequences with much higher confidence levels than a previous study^33^ (Figs. 5a and S5, Supplementary Data 1). To our surprise, the motif had similarities in sequence and composition with the A-element (reverse complement due to opposite strand direction) but was completely devoid of the conserved cytidine nucleotides and had, in part, an altered AT content (Figs. 5b and S5). The genome-wide analysis identified B2 motifs within 150 bp of the A-element in 224 of 308 origins, and 181 of 224 B2 motifs were in the correct orientation to support head-to-head MCM2-7 double-hexamer formation (Fig. S6a). At 43 origins, an incorrectly orientated B2-element was identified and 84 origins did not show a B2 motif (Fig. S6a). 114 of 181 origins contained a single B2 motif and 67 origins showed 2–5 sequential matches to the motif (Fig. S6b). The median distance between the centre of MCM2-7 DH and the first B2-element was 51 bp (Fig. 5c), and 19 bp when measured from the edge of the double-hexamer footprint to the conserved T residue. 

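The first correctly orientated B2-elements of Supplementary Data 1 number 181, of which 175 could be matched to a listed A-element and 174 also had an MCM2-7 event. The paper used MCM2-7 positions from its ChIP-Exo data to find the B2 motif. Distances and shares that involve B2-elements, here and below, are therefore not independent of these events. The median distance from the MCM2-7 event centre to the conserved T of the B2 motif was 67 bp (quartiles 47.8 and 89.8 bp, n = 174 origins). Replicate 1 alone gave 65 bp and replicate 2 alone 70 bp. Taking the first-listed event moved the median most, to 50 bp. This alternative was added after the lists had been seen.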

We note that this distance is compatible with ORC binding to the B2-element and promoting MCM2-7 DH loading since the OCCM structure identified a distance of 17 bp between the conserved thymidine and the edge of the MCM2-7 hexamer^42^ (Fig. 5d). Thus, the data suggest that the newly identified B2-element is optimally positioned to support ORC-dependent MCM2-7 DH formation. Moreover, the proximity of the MCM2-7 complex to the B2-motif highlights that the loaded helicase remains predominantly static on DNA once the DNA licensing reaction has concluded.

**Fig. 5:**
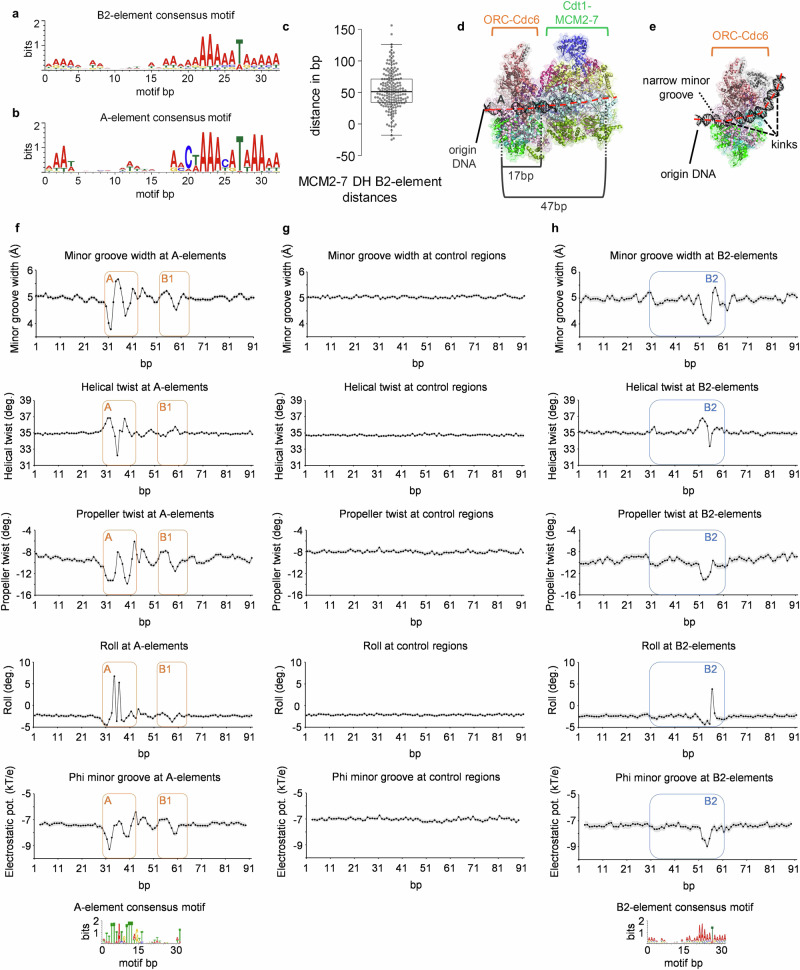
Genome-wide search for a B2 sequence motif and its properties. The B2-element resembles the characteristics of an inverted A-element. The identified B2-element consensus motif (**a**) is shown in comparison to the reverse-complement consensus motif of the A-element (**b**) as in Fig. 2d. **c** Distance calculation from the centre of MCM2-7 DHs to the corresponding, correctly-orientated B2-element in G1-phase (*n* = 181). Individual distances (dots) as well as the median, 1st, and 3rd quartiles are shown. Whiskers extend to <1.5x IQR from 1st and 3rd quartiles. **d** Three-dimensional view of the OCCM complex (modified from PDB: 6WGI), highlighting the path of dsDNA (red, *ARS416* (*ARS1*) origin) through ORC-Cdc6 and the first loaded Cdt1-MCM2-7 complex. Estimated distances covered by ORC and MCM2-7 are indicated. **e** Three-dimensional view of the ORC-Cdc6-85 bp DNA complex (modified from PDB: 7MCA), highlighting the path of dsDNA (red) through ORC-Cdc6. *ARS416* (*ARS1*) sequence is shown with successive bending of the DNA illustrated by the dashed lines (black). **f**, **g** and **h** DNA is deformed at A- and B2-elements *in S. cerevisiae*. DNA shape changes at A-elements (**f**), control sequences (500 bp downstream of A-elements) (**g**), and the newly identified B2-elements (**h**). Changes in minor groove width, helical twist, propeller twist, roll (GB shape^48^), and electrostatic potential (phi; an approximation for steric impact on groove geomety^47^) are depicted ± 30 bp surrounding the respective DNA element. Individual dots represent the median deformation at a given position with the surrounding 95% confidence interval shown in grey. A- and B1-elements are highlighted by orange boxes, and the B2-element by blue boxes with a representation of the underlying consensus motifs. For **a**–**c** and **f**–**h**, source data is provided as a Source Data file.

Although the B2 sequence motif is not as well defined as the A-element, we wondered whether the underlying B2 sequences are conserved among seven *Saccharomyces* species (*S. cerevisiae*, *S. paradoxus*, *S. mikatae*, *S. kudriavzevii*, *S. bayanus*, *S. castelli*, and *S. kluyveri)*^43^. While our analysis showed a clear sequence conservation for the A-element, we did not observe this for the B2-element (Fig. S6c and d), highlighting that the DNA sequence of the B2-element at individual origins is not conserved across various *Saccharomyces* species.

### The B2-element shares structural features with the A-element

It has been shown that the origin DNA within the ORC-DNA and ORC-Cdc6-DNA cryo-EM structures is strongly kinked, *i.e*. the minor groove is deformed^44,45^ (Fig. 5e), and that *Drosophila* ORC binding sites share an unusual electrostatic potential^46^. Thus, to investigate whether budding yeast ORC DNA binding sequences adopt unusual features, we predicted DNA structural properties of the A-element. We focussed on origins that contained both a ChIP-Exo ORC footprint and a predicted B2-element. We studied minor groove width, propeller twist, roll, helix twist, and electrostatic potential in the minor groove of the well-established A-elements and compared this to a downstream control region^47,48^. The analysis suggests that the primary ORC binding DNA sequences, in contrast to the control regions, contain an intrinsic, unusual shape even in the absence of its protein binding partner (Fig. 5f and g). We identified a structural signature at the A-element, which is characterised by a narrow minor groove, a wider minor groove that is followed by another narrow minor groove. This pattern is reflected in major changes to the propeller twist, roll, helix twist, and electrostatic potential. In addition, a second deformation was found at the B1-element, which coincides with a stretch of A/T-residues. Indeed, in at least three-quarters of the origins analysed, a substantial deviation in DNA shape was observed (Fig. S6E). Next, we asked whether the discovered B2 motif is also associated with any changes in the DNA shape and related features (Fig. 5h). We identified that the first dip in minor groove width was reduced when compared to the A-element, but the second dip was wider. These differences are equally reflected by helical twist, propeller twist, roll, and electrostatic potential. A B1-like second deformation can also be seen in the context of the B2-element. Again, we identified that at least three-quarters of the B2-element sequences showed a substantial deviation in DNA shape and electrostatic potential (Fig. S6e). Origins that contain multiple B2-elements presented a change in the minor groove width for each B2-element, but this was most pronounced for the closest B2-element (Fig. S6f). Thus, we can conclude that the majority of A- and B2-elements are characterised by specific structural deformations and that A- and B2-elements have similar but distinct structural DNA signatures.

It is well established that ORC and ORC-Cdc6 can bend DNA (Fig. 5e)^44,45^. Given that A- and B2-elements exhibit similar DNA shapes, we hypothesised that both DNA elements should be deformed similarly when bound by ORC. Therefore, we calculated how much energy is needed to deform the A- and B2-element sequences of 331 replication origins when morphed into the ORC-DNA complex’s structure using a multivariate Ising model (Fig. S6g)^44,49,50^. The calculations consider inter-base-pair parameters (*e.g*., twist), but also intra-base-pair parameters (*e.g*., opening), an approach that was also validated for sequence-specific binding of the papillomavirus E2 DNA replication factor to DNA^50^. Our analysis revealed that, on average, the A-element sequences required 147.1 ± 0.7 kcal/mol deformation energy, while the B2-element sequences required 152.8 ± 0.9 kcal/mol and random DNAs with identical AT-content required 164.4 ± 0.4 kcal/mol. The observed differences are sufficient to impede complex formation in the non-specific DNA, and other complexes were shown to be sensitive to smaller differences^50^. Thus, our analysis indicates that both A- and B2- elements contain DNA sequences, which require low deformation energies to undergo ORC-dependent DNA bending. In summary, we show that ORC DNA binding sequences have a specific DNA shape and bendability and that these features are not only enriched in A-elements, but also in the newly identified B2-element sequences. Thus, the identified B2 sequences display many physical hallmarks of ORC binding sites.

### The DNA structure and location of B2-element sequences are associated with helicase loading efficiency

Having identified that both A- and B2-elements are characterised by strong local DNA deformations, we wanted to understand if the level of deformation at B2-elements has an influence on MCM2-7 loading. We, therefore, analysed origins that contained a correctly orientated B2-element for MCM2-7 loading and DNA deformation patterns. Origins with high MCM2-7 loading (Fig. 6a and b, top 10%, black) presented strong DNA deformations, while origins with low MCM2-7 loading (Fig. 6a and b, bottom 10%, orange) showed strongly reduced DNA deformation. Thus, the data directly link origin licensing with B2-element occurrence and DNA bendability. Repeating the same analysis for the A-elements of the same origins produced near identical plots for the tested deformation patterns (Fig. S7a and b), further highlighting the importance of a B2-element bendability for MCM2-7 DH loading in vivo.

**Fig. 6:**
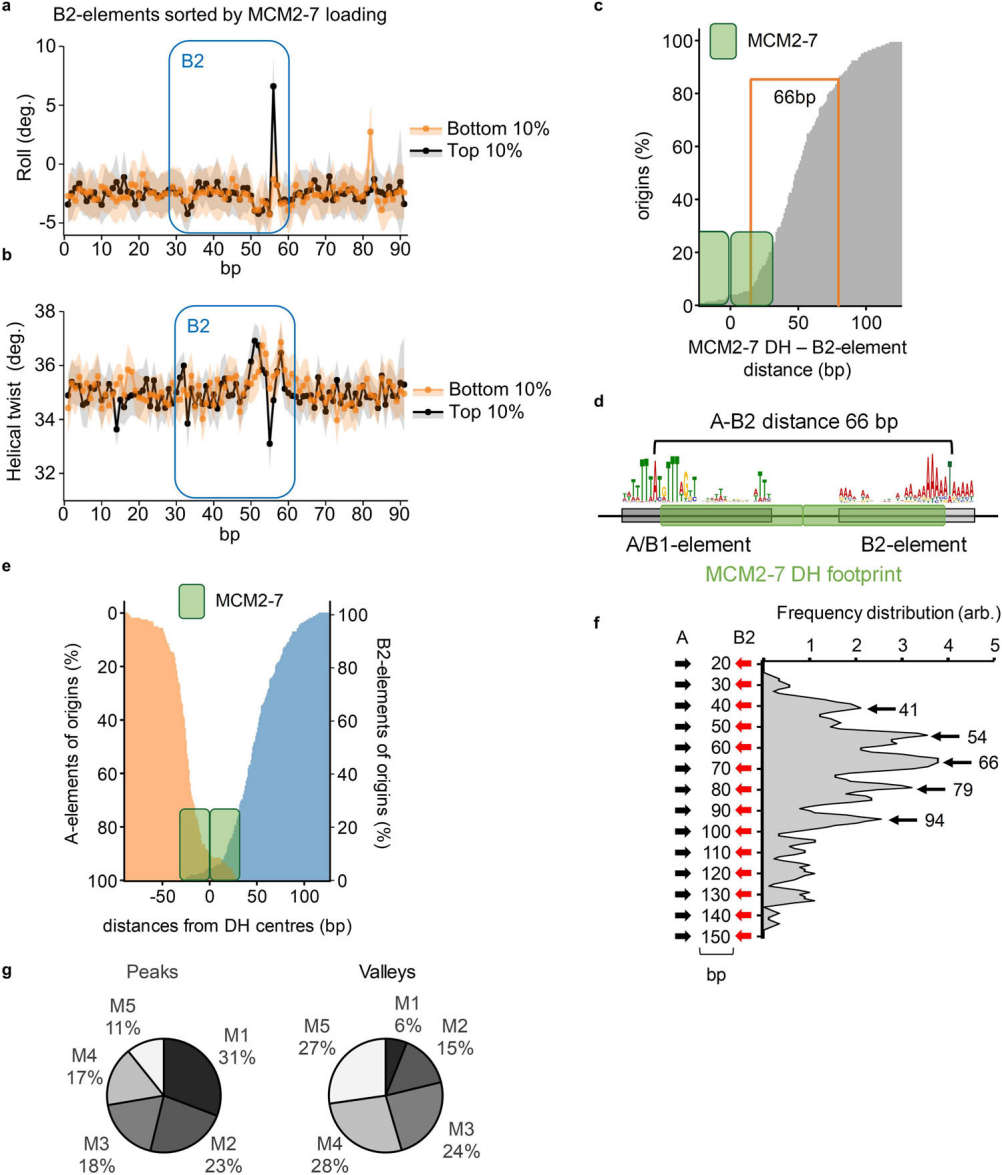
Orientation and localisation of the B2-element drive efficient origin licensing. DNA deformation at B2-elements is associated with origin licensing efficiency. Changes in roll (**a**) and helical twist (**b**) at origins with identified B2-elements (*n* = 181, each 10%) sorted by MCM2-7 loading are shown. Aligned B2-elements of origins with most (black) and least (orange) MCM2-7 ChIP-Exo 5.0 reads are depicted ± 30 bp surrounding the respective B2-element (blue box). Individual dots represent the median deformation at a given position with the surrounding 95% confidence interval shown in black or orange. **c** B2-elements are localised downstream of the MCM2-7 DH providing a window for helicase loading. A 66 bp window directly downstream of identified MCM2-7 DH centres (*n* = 164) is the main localisation for > 80% of B2-elements at origins. The footprint of the MCM2-7 DH is indicated by the green boxes. **d** Organisation of a typical *ARS* with a 66 bp distance between the A- and B2-element (counting from the conserved A/T). The MCM2-7 DH footprint is frequently located at a central position framed by the A- and B2-elements. **e** The MCM2-7DH is positioned between its loading elements. The distances of A- (orange) and (first) B2-elements (blue) from the MCM2-7 DH are shown cumulatively with the footprint of the MCM2-7 DH indicated by the green boxes. **f** A-/B2-element distances cluster in regularly spaced, distinct peaks and valleys. Peaks are indicated with black arrows and numbers indicating A-B2-element distances. **g** Highly efficient origins (highest MCM2-7 DH signals, classes M1 and M2) cluster to peak A-/B2-element distances, while less efficient origins (classes M3-M5) cluster to valleys. Pie charts highlighting the distribution of origins (M1-M5) to peaks and valleys from (**f**) based on MCM2-7 DH signal in G1-phase (licensed origins). For **a**–**c** and **e**–**g**, source data is provided as a Source Data file.

Next, we analysed the distance between the MCM2-7 DH and correctly orientated B2-element sequences and observed that more than 80% of the B2-elements were located in a stretch of 66 bp immediately downstream of the MCM2-7 DH footprint, indicating that the identified B2-element motif can be found in a specific location (Fig. 6c). 

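The 66 bp stretch was taken as 15 to 81 bp downstream of the MCM2-7 event centre, after the range marked in Fig. 6c. It contained the conserved T of the first B2-element at 111 of 174 origins (63.8%, 95% Wilson interval 56.4 to 70.6). In replicate 2 alone the share was 57.5%. With the 66 bp counted from the event centre, as the legend of Fig. 6c has it, the share was 47.7%, the largest movement. From the edge of the 64 bp footprint, 32 to 98 bp downstream of the centre, it was 71.3% (95% Wilson interval 64.1 to 77.5), and with first-listed events in place of the nearest it was 54.6%. These 3 alternatives were added after the lists had been seen.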

Interestingly, origin sequences with a pronounced narrowing in the minor groove width at the B2-element were enriched for high MCM2-7 loading origins (M1 and M2; Fig. S7c), while origins without B2-element were enriched for low MCM2-7 loading origins (M4 and M5; Fig. S7d), highlighting again that DNA structure is connected to function. We suggest that non-B2 origins may depend in part on MCM2-7 sliding^51^ to deliver the second hexamer, which may modulate their efficiency.

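ARS416, ARS305, ARS607 and ARS1021 are 4 origins of cluster C1 with a listed A-element and a correctly orientated B2-element. Coordinates are those of R64, and sequences are given on the strand of the A-element from 10 bp upstream of its central adenine to 10 bp past the conserved T of the B2-element. ARS416 is intergenic on chromosome IV, with the central adenine at 462602 on the minus strand and the conserved T at 462537, 65 bp away. The region from 462527 to 462612 reads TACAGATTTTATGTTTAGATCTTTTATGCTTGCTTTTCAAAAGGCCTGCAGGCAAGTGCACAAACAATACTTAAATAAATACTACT. Its nearest MCM2-7 event centre lay 19 bp downstream of the adenine in replicate 1 and 30 bp in replicate 2, between the elements.
ARS305 is intergenic on chromosome III (adenine at 39585, minus strand, conserved T at 39513, 72 bp away). The region from 39503 to 39595 reads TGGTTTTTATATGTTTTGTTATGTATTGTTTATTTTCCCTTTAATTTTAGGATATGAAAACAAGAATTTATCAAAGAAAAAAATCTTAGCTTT. The replicates placed its nearest MCM2-7 event at 40 and -2 bp, and both also had an event at the cap of the score between the elements, at 52 and 58 bp. ARS607 lies within RUF22, a non-coding RNA gene on chromosome VI (adenine at 199420, plus strand, conserved T at 199477, 57 bp away), in the sequence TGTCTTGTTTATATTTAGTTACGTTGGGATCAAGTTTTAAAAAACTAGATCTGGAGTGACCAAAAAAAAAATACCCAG from 199410 to 199487. Its nearest MCM2-7 events were at 26 and 52 bp, both between the elements. ARS1021 is intergenic on chromosome X (adenine at 684018, plus strand, conserved T at 684100, 82 bp away). From 684008 to 684110 it reads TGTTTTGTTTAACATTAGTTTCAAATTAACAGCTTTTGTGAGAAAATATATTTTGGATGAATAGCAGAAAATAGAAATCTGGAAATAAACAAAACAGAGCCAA. Here the nearest MCM2-7 events lay upstream of the A-element, at -26 and -30 bp. Both replicates also had events at the cap between the elements, at 37 and 77 bp in replicate 1 and at 53 and 78 bp in replicate 2, and the 6 lists placed 45 events within 200 bp.

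**Figure D3:**
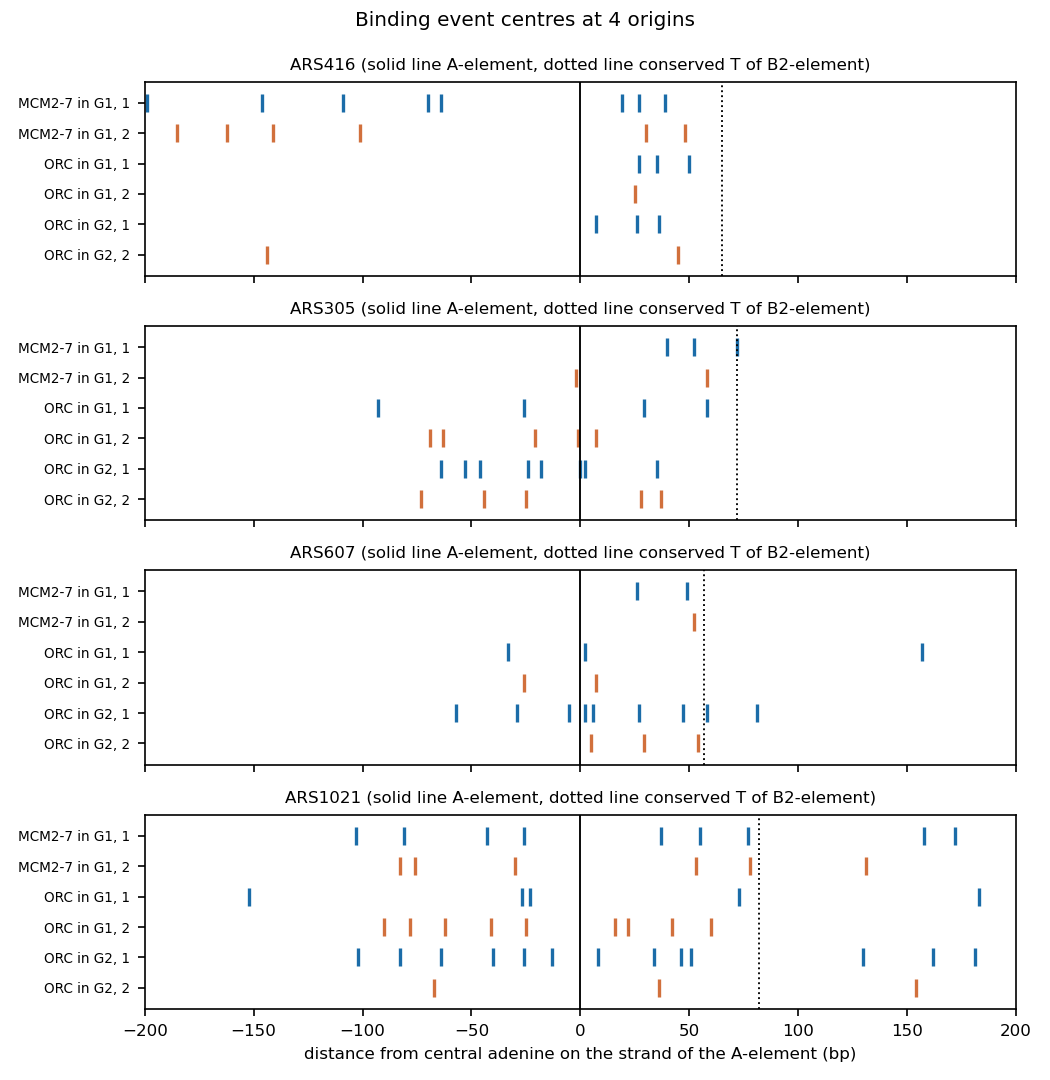
Event centres at ARS416, ARS305, ARS607 and ARS1021 by distance from the central adenine in bp (horizontal axis), with a line of marks for each of the 6 lists (blue for replicate 1, orange for replicate 2), a solid line at the A-element and a dotted line at the conserved T of the B2-element. ARS416 shows 23 events, ARS305 27, ARS607 20 and ARS1021 45 within 200 bp.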

The inspection of individual origins with an A-B2 distance of ~66 bp revealed that the MCM2-7 DH is frequently located in a central position, equally or near equally spaced between the A- and B2- elements (Figs. 6d and S7e–h). 

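Over all 174 origins with both elements and an MCM2-7 event, the nearest MCM2-7 centre lay between the central adenine and the conserved T at 106 (60.9%, 95% Wilson interval 53.5 to 67.9). In replicate 2 alone the share was 54.0%, and with events at or above the median score of each list it was 65.9%.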

A genome-wide analysis also showed that the DH is located in between the A- and B2- elements (Fig. 6e). This highlights that many budding yeast origins adopt a very compact organisation and that the location of the DH will limit ORC in accessing its primary and secondary binding sites. Thus, repetitive loading of MCM2-7 at these compact origins will be impossible as the ORC binding sites cannot be accessed.

Interestingly, when inspecting the 67 multi B2-element origins, we frequently observed a ~ 12/13 bp interval between individual B2-elements, consistent with ~1.2 helical turns in the DNA (Fig. S8a and b). For this reason, we plotted the distance between the A-element and the B2-element motif as origin frequency for all origins that contained a B2-element. This showed that most replication origins had an inter-motif distance of ~66 bp (when counting the distance between the conserved T/A of the A-/B2-elements). Surprisingly, several local maxima were observed in ~12/13 bp intervals (Fig. 6f, see region 41–91 bp), with corresponding local minima at similar intervals. Moreover, the general pattern was repeated over a distance of ~100 bp (Fig. 6f, see region 41–141 bp).

We also analysed the MCM2-7 read counts for the inter A-B2-element distances and observed a similar trend towards certain A-B2-element distances (Fig. S9a). We also found that the peaks in the A-B2 distances were enriched for high MCM2-7 loading origins (M1 and M2), while the valleys were enriched for low MCM2-7 loading origins (M3 to M5 (Fig. 6g, S9b)). 

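An A-B2 distance within 3 bp of 41, 54, 66, 79 or 94 bp was counted as a peak distance, and other distances up to 100 bp as valleys, since the paper's text does not give the width of a peak. Classes M1 and M2, the upper 40% of origins by MCM2-7 rank, with ties at the cap included, made up 46 of 82 origins at peak distances (56.1%) and 33 of 65 at other distances (50.8%). This difference of 5.33 percentage points was not detectable (Fisher's exact test, two-sided, p = 0.618). It changed direction with peaks of 2 bp on each side, to -4.99 points (Fisher's exact test, p = 0.616), and with replicate 1 alone, to -1.90 points. The paper rests on the enrichment of high-loading origins at peak distances in Fig. 6g and on higher MCM2-7 abundance at these distances. From both it concludes that the A-B2 distance is associated with how well an origin loads MCM2-7.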

Overall, not only are the individual MCM2-7 DH abundances higher for origins with peak A-B2-element distances but also 74% of the global MCM2-7 DH abundance of the tested origins is associated with peak A-B2-distances (Fig. S9c and d). Thus, the data show that the distance between the A- and the B2-element is associated with changes in the genome-wide MCM2-7 loading capability at replication origins. We suggest that the spacing will position ORC in an ideal location, which supports the recruitment of the second MCM2-7 hexamer and aligns both MCM2-7 hexamers to establish the correct DH interface (Fig. 5d and e).

We took advantage of published data to ask whether the change in DNA shape or distance between the A- and B2-elements could affect the origin function. In this study, *ARS1* (*ARS416*) was subjected to a mutational scanning approach to identify origins with improved efficiency^52^ (Fig. S10a). It was found that *ARS1-HI* displayed greater plasmid stability than *WT ARS1*, but the molecular reason for this difference was not uncovered^52^. As DNA sequence changes between *ARS1* and *ARS1-HI* were limited (Fig. S10a), we wondered whether the altered DNA sequence may affect the DNA conformation. The DNA structure analysis (minor groove width, MGW) revealed a shift from a narrow minor groove width (4.5 Å, *ARS1)* to a broader widening (5.8 Å, *ARS1-HI*) at the B2 element (Fig. S10b). We aligned the average minor groove plot to *ARS1* (Fig. S10c) and *ARS1-HI* (Fig. S10d) and overlayed these (Fig. S10e). This shows a shift of the minor groove width signature in *ARS1-HI* from 70 bp to 66 bp – effectively shortening the distance between the A- and B2-elements. Moreover, the altered DNA sequence results in greater flexibility, *i*.*e*. bending ability of the mutant DNA sequence as measured by comparative deformation analysis of the B2-elements (Fig. S10f). We suggest that a flexible DNA will better support ORC-induced bending and the 4 bp shortened A-B2-element distance shifts this origin to an inter-motif distance observed at early and efficient origins (Fig. S10e and compare Fig. 6e and f).

To test this hypothesis, we asked whether shortening the distance between the A- and B2-elements at *ARS1* would also improve the plasmid stability in vivo. Indeed, we observed improved plasmid stability in a 5 bp deletion construct (*ARS1*-5bp del) when compared to wt *ARS1*, while a B2 deletion resulted in a strong reduction (Fig. S10g). Similarly, to *ARS1-HI*, a minor groove width comparison of *ARS1*-5bp del and *ARS1* produced a shift of the minor groove width signature in the altered DNA sequence. Thus, the spacing between the A- and B2-elements and associated DNA shape changes affect origin functionality in vivo. Moreover, the data present a feasible molecular explanation of why the *ARS1-HI* mutant serves as an improved replication origin over *ARS1* in vivo (Fig. S10).

In summary, the genome-wide bioinformatic analysis has revealed a sequence motif that can predict the B2-element location at most origins with high confidence. Biophysical and structural properties are shared between the A-element and the newly identified B2 motif sequence, suggesting both functions for ORC binding. However, only in the case of B2 we identified that the B2 DNA structure is associated with changes in MCM2-7 loading (Fig. 6a and b). Moreover, the distance between primary and secondary ORC binding sites (*i.e*. A- and B2-element) is associated with differences in MCM2-7 loading efficiency and plasmid stability. Finally, the location of the B2-element is frequently adjacent to the MCM2-7 DH, suggesting that it functions in positioning the MCM2-7 DH at its origins.

## Discussion

In this study, we applied ChIP-Exo to investigate the role of ORC and MCM2-7 in DNA licensing of the entire genome during the M-G1 transition. Analysis of the genome-wide, high-resolution molecular footprints of ORC and MCM2-7 in various cell cycle stages identifies several new concepts that start to explain how faithful DNA replication can be achieved.

When investigating the recruitment of ORC to origins, we found that ORC produces varying molecular footprints in different cell cycle stages. In G2-phase, ORC adopts a compact footprint, while in G1-phase, it expands, consistent with ORC-Cdc6 complex formation^23^. In G1-phase, ORC is displaced from efficient replication origins and is directed to less efficient origins and non-origin binding sites in vivo (Figs. 1 to 4 and S1–S3). We showed that ORC displacement is dependent on DNA licensing, *i.e*., the loading of an MCM2-7 DH onto the origin DNA (Figs. 2, 3, 7a and S2).

**Fig. 7:**
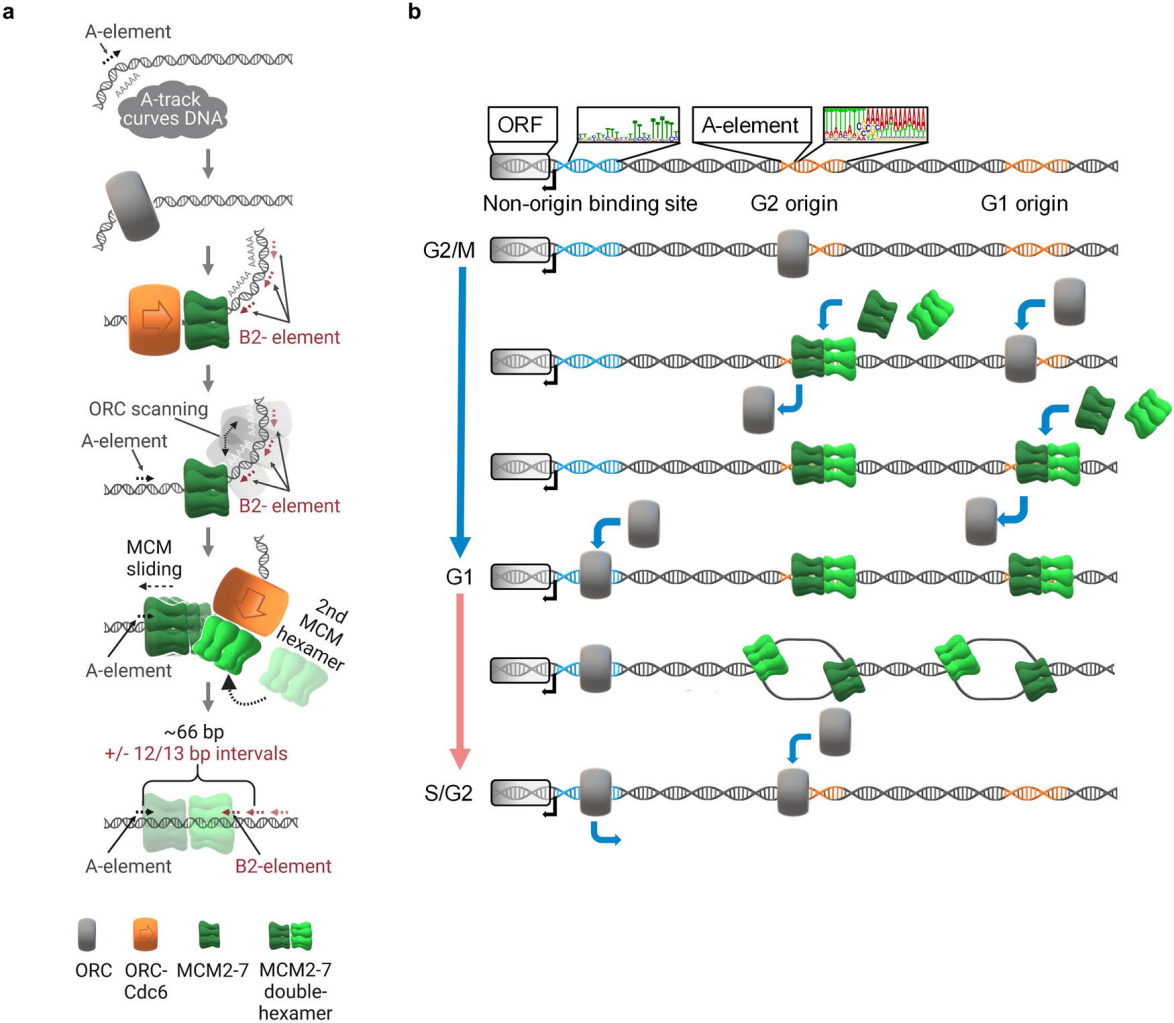
Model for origin licensing. **a** Distributive MCM2-7 helicase loading is a stepwise process. ORC recognises and binds the structurally distorted A-element of an origin to recruit the first MCM2-7 complex. Then, ORC flips over MCM2-7 to search for an adjacent B2-element with similar structural distortion properties. We propose that this ORC searching process repositions the first MCM2-7 hexamer across the A-element. Finally, ORC, bound to the B2-element, loads the second MCM2-7 hexamer and, as such, specifies the final MCM2-7 DH location. B2-elements are spread in ~1 helical turn registers from the A-element to ensure correct rotational alignment of ORC for the second MCM2-7 hexamer loading. **b** ORC is displaced from origins during MCM2-7 helicase loading to promote distributive and genome-wide origin licensing. The precise site of helicase loading is governed by the location and orientation of both the A- and B2-elements. During licensing, ORC is displaced from its location at origins. In G1-phase, the A- and B1-element sequences are covered by the MCM2-7 DH, preventing ORC rebinding and repetitive MCM2-7 loading onto the same origin. Subsequently in S-phase, the MCM2-7 DHs are activated and leave the origins as CMGs thereby freeing up the A- and B1-elements for ORC to rebind. Thus, MCM2-7-dependent displacement of ORC from its binding site leads to genome-wide redistribution of ORC and distributive MCM2-7 loading to promote balanced licensing of the genome. Once displaced from origins, ORC binds to non-origin sites, which are characterised by a T-rich motif near promoters of RNAPII-transcribed genes. **a** was produced with BioRender.com and released under a Creative Commons Attribution-NonCommercial-NoDerivs 4.0 International license.

Genome-wide analyses also shed light on the number of MCM2-7 DHs at origins. We found that ~66% of all origins examined show a clear preference for a single loaded MCM2-7 DH per origin (Figs. 1, 2, and S1), while 33% of origins exhibit multi MCM2-7 binding, but their occupancy was lower than the occupancy of single peak origins, similar as recently observed^26^. Now, our work reveals that the majority of multiple MCM2-7 DH peaks ( ~ 82%) are associated with multiple ORC binding events (Fig. S1b), suggesting that ORC’s flexibility in selecting from several potential binding sites and the underlying population-based assay results in various MCM2-7 loading locations. Finally, a small number of all origins analysed ( ~ 6%) showed single ORC binding and multiple MCM2-7 DH peaks (Fig. S1c). In these cases, a process such as transcription of non-coding RNA^53^ could displace MCM2-7 from the origin and, in turn, could stimulate repetitive loading^54,55^. However, we note that multi-peak MCM2-7 origins displayed overall weak MCM2-7 loading, suggesting that repetitive loading at origins would be a rare event. Thus, we conclude that in budding yeast a single MCM2-7 DH becomes loaded per origins (Fig. 7a).

Our ChIP-Exo data and bioinformatic analysis revealed that helicase loading positions the MCM2-7 DH across the ORC binding site. In contrast, several earlier studies mapped MCM2-7 adjacent to the origin in proximity to nucleosomes^17,35^. However, since these analyses suffered from limited resolution and suboptimal signal-to-noise ratios, we suggest that ChIP-Exo approaches are more accurate due to the small footprints created in the procedures. Crucially, an immobile MCM2-7 DH at the centre of the origin is consistent with the distinct pre-RC footprint in G1-phase^24,26^, the in vitro immobility of the MCM2-7 DH under physiological salt conditions^56,57^, the requirement for high-salt buffer to observe sliding of the MCM2-7 DH^56,57^, and the structural observation that the helicase directly engages with and deforms the DNA^28^.

So far, B2-elements have been poorly defined with respect to function, location, and composition. Our in-depth bioinformatics analysis identified a significantly improved B2-element sequence and suggests that ORC not only recognises its secondary ORC binding site based on the DNA sequence but also based on DNA shape and bendability. Indeed, origins that load MCM2-7 less efficiently have a reduction in DNA structure in their B2 motif (Fig. 6a and b). When comparing our B2 motif to previously identified motifs^33^ (Fig. S5), it is clear that the new motif allows a much more robust identification of B2 sequences. Finally, the motif sequence and location are consistent with previous mutational analysis of the B2-element^7,52^. Why did we not identify a B2 site at all origins? Recently, it was found that two distal A-elements can load single-MCM2-7 hexamers, which consequentially translocate and form a double-hexamer^51^. As such, we suggest that a subset of B2-less origins may bring MCM2-7 hexamers in proximity via MCM2-7 translocation.

The identification of the B2 motif in combination with the ChIP-Exo data also provides insights into the mechanisms that position MCM2-7 DHs at origins (Fig. 7a). Based on the identified ORC footprint and consistent with a cryo-EM structure of the OCCM complex^42^, we suggest that the first MCM2-7 hexamer becomes loaded adjacent to the A-element (Figs. 2, 6d, e and 7a). In turn, the A-element serves as a border of the MCM2-7 loading site. It has been shown that ORC is released from its primary binding site and, supported by an ORC-MCM2-7 interaction, flips to the other side of the origin (*e.g*., from the C-terminal site of MCM2-7 to the N-terminal site of MCM2-7)^8,15^. This flip allows ORC to scan the DNA for its secondary binding site - the B2-element^58,59^. Thus, we conclude that ORC’s movement repositions the loaded MCM2-7 hexamer across the primary ORC binding site, which blocks repetitive MCM2-7 loading at this origin (Fig. 7a). Since the identified B2 sequence has a specific DNA shape that is associated with improved helicase loading, has similarities with an inverted A-element (Fig. 5a and b), and is located proximal to the MCM2-7 double-hexamer (Fig. 6e), we suggest that B2-elements functions as the loading site of the second MCM2-7 hexamer and that the MCM2-7 DH remains in a static position post-loading (Fig. 7a). Considering that the MCM2-7 DH overlaps more with the A-element than the B2-element and, in this way, renders the A-element inaccessible for ORC, we suggest that the B2-element is the most important determinant for positioning of the helicase at the origin.

With the identification of the B2 motif sequence, we could explore how the specific arrangement of the A- and B2- elements correlate with MCM2-7 loading. We found that specific distances between the elements are associated with enhanced MCM2-7 loading, and in turn, a reduction in spacing was associated with less DNA licensing (Figs. 6, S7 to S10). Most replication origins had an A-B2-element distance of 66 bp, and 80% of the origins presented an A-B2-distance between 41–91 bp (Figs. 6 and S6). We postulate that an optimal A-B2 spacing results in the correct rotational alignment of both MCM2-7 hexamers. This, in turn, supports the establishment of the stable DH interface, while a suboptimal distance could result in hexamer misalignment and non-functional helicase complexes. Although the distance between the A- and B2-element vary (41–91 bp), both sites are found overall in close proximity (Figs. 6 and S7–S9), highlighting that in vivo budding yeast replication origins are very compact at ~80 bp in length (including the complete A- and B2-element sequences). In comparison, bacterial replication origins have a length of 200-1000 bp^60,61^. In the much more relaxed in vitro setting, which omits nucleosomes and other DNA binding proteins, an A-B2 distance of 133 bp was found to be optimal for MCM2-7 loading^34^. Therefore, our data suggest that the local chromatin environment (*e.g*., nucleosomes) restricts MCM2-7 loading to a surprisingly small stretch of DNA in vivo^62^.

Furthermore, MCM2-7 loading could be regulated by the number of B2-elements and their sequence composition. We suggest that multiple secondary ORC binding sites (up to 5) may support the ORC flip process due to the multiplicity of binding sites, while the gradient in B2-element sequence conservation we observed may support ORC’s search for the correct binding site (Fig. S8). In support of the first concept, a synthetic *ARS1* replication origin with multiple B2-elements was more efficient in DNA replication than the wt *ARS1*^52^.

Our data provide significant insight into the regulation of DNA licensing of chromosomes. We discovered that MCM2-7 is loaded across > 90% of primary (A-element) (Figs. 2, S7, and S8) and > 68% of secondary (B2-element) ORC binding sites (Fig. 6d and e). Consistently, we identified that ORC becomes displaced from high-efficiency origins (Fig. 7b). Importantly, this displacement was only observed under permissive DNA licensing conditions, demonstrating that MCM2-7 loading leads to ORC removal (Figs. 2 and 3). Interestingly, we observed that displaced ORC binds to non-origin binding sites, which could serve as repository sites or support non-licensing roles of ORC (Fig. 7b)^63,64^. Our data show that in G1-phase, C3/C4 origins display increased ORC binding. However, this could be for multiple reasons, *i*.*e*. chromatin changes, redistribution from C1/C2 origins or increased ORC expression. Consistently with the ORC displacement model, we observed a single MCM2-7 peak at most replication origins, blocking repetitive MCM2-7 loading at origins.

The ORC displacement data (Figs. 2 and 3) are consistent with 1.) early ChIP experiments that showed a reduction of ORC at origins during the G2/M–G1-phase transition, but were back then interpreted as epitope exclusion due to the use of ORC antibodies^65^; 2.) the identification of G1-only ORC footprints^17^; 3.) in vitro experiments that indicated helicase loading-dependent ORC release from origins^8,34^; and 4.) the observation that ORC and Cdc6 interact dynamically with chromatin, while the MCM2-7 DH is more static^66^. Thus, our novel mechanistic insight and previous observations are consistent with the ORC displacement concept, bridging in vitro and in vivo observations systematically for the first time.

In summary, our data reveal that DNA licensing leads to individual MCM2-7 DH loading events and uncover the underlying mechanisms - MCM2-7 being placed above the ORC binding site. As such, our work identifies that DNA licensing follows a distributive model–limiting the maximal licensing of each origin. A distributive licensing model is also appealing to organisms, such as humans, as it avoids over-licensing of a few high-efficiency origins and promotes a more even distribution of MCM2-7 DHs.

## Methods

### Yeast strains and plasmids

Yeast strains, plasmids, and DNA sequences used in this study are listed in the supplementary information. *Saccharomyces cerevisiae* strains (W303) were used throughout the manuscript and grown at 30 °C in full medium (YPD) if not stated otherwise. All genomically tagged strains were integrated into their endogenous locus and confirmed by colony PCR and Western Blot if applicable.

### Plasmid mutagenesis

The QuikChange II Site-Directed Mutagenesis Kit (Agilent) was used to generate the *ARS1* deletion mutant. Clones were screened by restriction digest using StuI (NEB) and validated by whole plasmid sequencing.

### Plasmid propagation assay

*ARS1*-containing *CEN4* plasmids were transformed into YC510 cells and cultures were grown to saturation overnight in SDC-URA media^67^. Cultures were diluted, cells counted in a Neubauer chamber, and two 5 ml cultures of YPD (14 ml round-bottom tubes, BD) were inoculated with 1×10^5^ cells/ml. The following steps were performed in technical duplicates in addition to biological replicates: 10 μl from each culture was diluted 1:10 in PBS and plated to achieve ~400 cells per plate on selective (SDC-Ura) and ~200 cells per plate onto non-selective media (YPD). The remaining cultures were grown overnight (16–24 hrs, 30 °C, 220 rpm, usually about 11 generations). Cultures were placed on ice and counted to calculate the number of generations and strain doubling time. Counted cells were again inoculated in two 5 ml cultures of YPD with 1 × 10^5^ cells/ml and plates seeded as above. This process was repeated to generate 48 and 72 hrs time points (~33 generations). Colonies on plates were counted after three days at 30 °C and plasmid propagation was calculated as the relative proportion of cells harbouring the URA-containing plasmids over all cells grown in non-selective media.

### ChIP and ChIP-Seq experiments

All ChIP-qPCR experiments were performed as follows^68^. *S. cerevisiae* strains were grown in appropriate media and arrested in G1-phase by two hours treatment with α-factor at 25 °C, 220 rpm. Cells were spun down (500 g, 2 min, RT), washed once with pre-warmed media, and released in 100 ml warm media (25 °C). For arrest in G2/M-phase, cells were treated with nocodazole (final conc. 15 ug/ml) for two hours at 25 °C, 220 rpm before cross-linking with 1% formaldehyde (Sigma) for 15 min at RT with mild agitation. Cross-linking was stopped with glycine (0.25 M final conc.) and incubated for 5 min at RT. Cells were harvested (2500 g, 2 min, RT), washed with 1x TBS, and flash-frozen in liquid nitrogen until use. Pellets were thawed on ice, resuspended in 0.8 mL of FA-Lysis buffer (low salt, 50 mM HEPES-KOH pH 7.5, 150 mM NaCl, 2 mM EDTA pH 8.0, 1% Triton X-100 (v/v), 0.1% Na-Deoxycholate (w/v), and 0.1% sodium dodecyl sulphate (w/v)), supplemented with a protease inhibitor cocktail, and mixed with equal amounts of glass beads. Cell lysis was done on a MP FastPrep-24 5 G with 3 × 45 sec cycles (7 m/s) and 2 min breaks on ice. Lysates were sonicated using a Bioruptor (Diagenode) 3 × 15  min (30 sec on/off) with 5 min breaks on ice to yield chromatin size between 0.25–0.5 kbp. The lysate was cleared by centrifugation twice (5 min and 10 min, 14,500 g at 4 °C). After measuring and equalising protein amounts, samples were incubated with a specific antibody against the protein/tag of interest (anti-FLAG 1/300, Sigma, F-1804) for 1.5 h on a roller at room temperature (25 °C). Subsequently, 15 μL pre-equilibrated ProteinG Dynabeads (Thermo) were added and the samples were incubated for 1 h at 25 °C. Beads were collected on a magnetic rack and washed with buffer (2x FA-Lysis low salt, 2x FA-Lysis high salt [50 mM HEPES-KOH pH 7.5, 500 mM NaCl, 2 mM EDTA pH 8.0, 1% Triton X-100 (v/v), 0.1% sodium deoxycholate (w/v), and 0.1% sodium dodecyl sulphate (w/v)], 2x TLEND [10 mM Tris-HCl pH 8.0, 250 mM LiCl, 1 mM EDTA pH 8.0, 0.5% NP-40 (v/v), and 0.5% sodium deoxycholate (w/v)]) and 1x TE. Next, DNA was eluted from beads using ChIP elution buffer (50 mM Tris-HCl pH 7.5, 10 mM EDTA pH 8.0, and 1% sodium dodecyl sulphate (w/v)) and vigorous shaking at 65 °C for 20 min. After the addition of Proteinase K, samples were incubated for 2 h at 37 °C, followed by 12−16 hrs of incubation at 65 °C. Samples were purified using the QIAquick PCR Purification kit (Qiagen) according to the manufacturer’s instructions and diluted 1/5 to 1/10 before qPCR on selected origins (Biorad CFX96). If samples were used for ChIP-sequencing instead, standard library generation was performed from the purified eluates using the NEBNext® Ultra™ II DNA Library Prep Kit for Illumina following the manufacturer’s instructions. Libraries were checked on a 2100 Bioanalyzer (Agilent) before pooling and Illumina next-generation sequencing on a HiSeq 2500 sequencer (Illumina).

For time course experiments using the *cdc20* mutant, cells were grown in minimal media lacking tryptophan and methionine (SDC-Trp-Met) at 30 °C to OD_600_ 0.5. Cells were then transferred into YPD to induce a G2-phase arrest for 2.5 h at 25 °C. During the last 20 min of arrest, the media was supplemented with α-factor. After washing, cells were released into fresh SDC-Trp-Met complemented with α-factor and samples for ChIP-qPCR were taken at 15 min increments and processed as described above.

For time course experiments using the *cdc6-1 and cdc46-1 ts-* mutant, cells were grown in YPD at 23 °C (permissive temperature) to OD_600_ 0.5. Cells were then transferred to the non-permissive temperature (37 °C) for 3 hrs^31^. After one hour, media was supplemented with α-factor (5 ug/ml final conc.) or nocodazole (15 ug/ml final conc.) to induce the cell cycle-specific arrest. Samples for ChIP-qPCR and ChIP-seq were taken and processed as described above.

### ChIP-Exo 5.0 experiments

Cells were grown in 100 ml YPD from diluted overnight cultures to OD_600_ 0.6 at 220 rpm and 30 °C followed by two hours α-factor arrest (final conc.: 5 ug/ml) at 25 °C, 220 rpm. Cells were spun down (500 g, 2 min, RT) washed once with pre-warmed media and released in 100 ml warm media (25 °C) and time points were taken as indicated. For arrest in G2/M-phase, cells were treated with nocodazole (final conc. 15ug/ml) for two hours at 25 °C, 220 rpm. Cells were crosslinked, washed, lysed, and sonicated as described for ChIP. After immunoprecipitation and washing as described above, samples on beads were resuspended in 10 mM Tris-HCl (pH 8.0), transferred into 0.2 ml PCR strips, and the remaining steps were performed using a ThermoMixer C (Eppendorf) with a 96-well block as follows (all regents were purchased from NEB if not stated otherwise)^18^: A-tailing (each reaction in 50 μl; 15 U Klenow fragment (-exo), 5 μl NEB buffer 2, and 100 μM dATP) was performed for 30 min at 37 °C, 1050 rpm. Beads were collected on a magnetic stand, the supernatant discarded, and the beads washed with 150 μl cold 10 mM Tris-HCl (pH 8.0). First adaptor ligation (each reaction 45 μl; 1200 U T4 DNA ligase, 10 U T4 PNK, 4.5 μl 10x NEBNext Quick ligation reaction buffer, and 375 nM adaptor mix (ExA2_iNN / ExA2B)) was incubated for 1 h at 25 °C, 1050 rpm. Beads were collected on a magnetic stand, the supernatant discarded, and the beads washed with 150 μl cold 10 mM Tris-HCl (pH 8.0). Subsequently, a fill-in reaction was set up (each reaction 40 μl; 10 U phi29 DNA polymerase, 4 μl 10x phi29 reaction buffer, 0.2 mg/ml BSA, and 180 μM dNTPs) mixed with the beads and incubated for 20 min at 30 °C, 1050 rpm. Beads were collected on a magnetic stand, the supernatant discarded, and the beads washed with 150 μl cold 10 mM Tris-HCl (pH 8.0). After that, DNA on beads was digested using λ exonuclease (each reaction 50 μl; 10 U λ exonuclease, 5 μl 10x λ exonuclease reaction buffer, 5 μl Triton X-100 (1% v/v), and 2.5 μl DMSO (5% v/v)) for 30 min at 37 °C, 1050 rpm. Beads were collected on a magnetic stand, the supernatant discarded, and the beads washed with 150 μl cold 10 mM Tris-HCl (pH 8.0). DNA was eluted from beads (each reaction in 40 μl; 3 μl ProteinaseK ( > 10 mg/ml, Sigma), 25 mM Tris-HCl (pH7 .5), 2 mM EDTA (pH 8.0), 200 mM NaCl, and 0.5% sodium dodecyl sulphate (w/v)) for 25 min, 65 °C, 1200 rpm, and decrosslinked overnight (15.5 hrs) in a PCR cycler at 65 °C. To prepare for second adaptor ligation, DNA was cleaned-up using AMPure magnetic beads (Beckman Coulter). Second adaptor ligation was set up in 20 μl reactions (1200 U T4 DNA ligase, 2 μl 10x T4 DNA ligase buffer, 375 nM adaptor mix (ExA1-58/ ExA1SSL-N5)) and incubated for 1 h at 25 °C, 1050 rpm before clean up with AMPure beads. Finally, libraries were amplified in 25 μl reactions (2U Phusion Hot Start polymerase (Thermo Scientific), 5 μl 5x Phusion HF buffer, 200 μM dNTPs, and 500 nM of primers (P1.3 and P2.1)) mixed with 15 μl purified DNA. PCR conditions were as follows: 20 s, 98 °C initial denaturation and 18 cycles of 20 s, 98 °C, 60 s, 52 °C, and 60 s, 72 °C.

After amplification, DNA libraries were gel extracted (2% agarose gel, DNA with a molecular weight between 200–500 bp) using the NEB Monarch PCR and DNA Cleanup Kit according to the manufacturer’s instructions to allow elution with smaller volumes. Libraries were quantified using Qubit fluorometry (Thermo Fisher, dsDNA HS Assay) and qPCR (KAPA Illumina library quantification) before pooling and Illumina next-generation sequencing (HiSeq 2500). Bam/ bai files were visualised using the Integrative Genomics viewer^69^.

### Bioinformatical Analysis

#### ChIP-Exo and ChIP-sequencing

The raw sequencing reads were assessed for quality using FastQC (ver. 0.11.5)^70^. ChIP-Exo-specific quality controls were performed using ChIPexoQual^71^. Alignment of reads was performed with Bowtie2 aligner (ver. 2.3.5) using default settings^72^. Bigwig files were generated for visualising with genome browser using deepTools (ver. 3.2.1)^73^.

Read distributions of ChIP-Exo data were visualised using CHASE using standard parameters^74^. Sequence logos and frequency plots were prepared with WebLogo using standard parameters^75^. De-novo motif finding, motif enrichment, and motif scanning were done using MEME Suite (ver. 5.3.0))^76^. ChIP-Exo-derived bed files contained binding coordinates of ORC and MCM2-7 DHs. Footprints and binding heat maps were produced with ChExMix (ver. 0.45) using standard parameters and --kldivergencethres −3 or −10, and --nomotifs^77,78^.

Origin and non-origin distribution plots were produced by analysing ORC peaks from origins and non-origins using ChIPpeakAnno Bioconductor package^79^. For quantification of ORC binding in classes C1-C4 (quartiles) and MCM2-7 binding in classes C1-C4 (quartiles) and M1-M5 (quintiles) per base read depths were analysed in 100 bp windows surrounding the centre of protein binding. Signal quantification of MCM2-7 binding to origins was achieved by analysing normalised base read depths in a 60 bp vs 800 bp window surrounding the centre of protein binding^26^. For calculations involving replication timing, replication times as previously published^36,80^ were extracted for A-element sequences of the tested origins.

All distance calculations involving A- and B2- elements were centred on the central adenine of the ACS motif and the central T of the B2-element motif and only the distance between the conserved T/A of the A-/B2-elements was counted. Distances were summarised as median, 1st, and 3rd quartiles with error bars as detailed in the figure legends. For the analysis in Figs. 6d, S9a, and b, plots were smoothed with a sliding window (width 2.5) for better visibility without changing the location of per bp values.

Origin coordinates were extracted from OriDB^3,4^. A-element positions were correlated with our ChIP-Exo data and consequently corrected based on individual ORC and MCM2-7 footprints where necessary. Origins with no MCM2-7 occupancy were excluded.

#### B2-element identification

To discover B2-elements in a genome-wide manner, we first manually collated well-known *ARS* sequences to be able to extract an initial B2-element. This B2-element was then used together with positional data of the MCM2-7 DHs from ChIP-Exo datasets for de novo motif discovery (MEME)^81^ and validation (scanning, FIMO)^82^ in an iterative process until B2-elements were predicted in a robust and specific manner judged by sequence composition, location, and performance against previously identified motifs. E-values and p-values (high specificity and minimal false discovery rate (random motif discovery)) and alignments to the SacCer3 genome were used to assess prediction quality.

#### DNA property analyses

To test for changes in DNA properties (minor groove width, helical twist, propeller twist, and roll) along desired sequences (A- and B2-elements), data was extracted from GBshape^48^ ± 30 bp surrounding the motifs. To calculate local electrostatic potential changes, data was extracted from DNAphi^47^ ± 30 bp surrounding the motifs. To calculate local sequence conservation amongst *Saccharomyces* strains, data was extracted from PhastWeb^43^. Then, signals were calculated and plotted per base pair (median) along with the surrounding 95% confidence interval.

For the analyses of *ARS1* and *ARS1-HI* in Fig. S10, minor groove widths were predicted by DNAphi^47^. Then, the minor groove plots were smoothed with a sliding window (width 2) for better visibility without changing the location of per bp values and consensus plots for the A- and B2-elements were overlaid.

#### DNA deformation analysis

Deformation energies for A- and B2- elements, 1000 randomly generated control sequences (same GC-content), as well as for the B2-elements of *ARS1* and *ARS1-HI* (sequences below) were calculated based on the ORC-72bp cryo-EM model (PDB: 5ZR1)^44^. Sequences were analysed with CURVES + ^49^ followed by conformational flexibility calculations using a multivariate Ising model^50^ that incorporates relevant local effects (bimodality and nearest-neighbour coupling). Note that this model not only includes inter-base-pair parameters (*e.g*., twist), but also intra-base-pair parameters (*e.g*., opening). The energies have been computed by running the Ising model along the entire 41-bp DNA sequence present in the ORC-DNA cryo-EM model (PDB: 5ZR1)^44^. Note that energy terms of the multivariate Ising model cannot be fully projected onto one base-pair step, but the plotted terms also account for coupling interactions with neighbouring base-pairs.

### Statistical Analysis

All ChIP-qPCR experiments presented are derived from at least three biological replicates. Values represent the average of the replicates and error bars are calculated as standard deviation, if not mentioned otherwise. ChIP-Exo experiments are derived from two biological replicates. For quantification of ORC and MCM2-7 DH occupancies, statistical tests are detailed where appropriate. All other statistical analyses are detailed in the Material and Methods section and figure legends.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

### Source data

Source Data

## Data Availability

The raw sequencing data generated in this study have been deposited in the GEO repository database under accession code GSE240779. Coordinate files for MCM2-7-DH, ORC, A-elements and B2-elements are available (Supplementary Data 1). Source data are provided in this paper.

# Supplementary material for: MCM2-7 loading-dependent ORC release ensures genome-wide origin licensing
**Source:** Nat Commun. 2024 Aug 24;15:7306. doi: 10.1038/s41467-024-51538-9
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

File Name: Supplementary Data 1

Description: Genomic location of origin elements, non-origin binding sites and ORC/MCM2-7 binding sites.

# Supplementary material for: MCM2-7 loading-dependent ORC release ensures genome-wide origin licensing
**Source:** Nat Commun. 2024 Aug 24;15:7306. doi: 10.1038/s41467-024-51538-9
**Supplement:** Supplementary file 5 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | For ChIP-qPCR, data collection was performed on a Biorad CF96 qPCR cycler and data was exported from the machine with Biorad CFX Manager (ver. 3.1)<br>For ChIP-Seq, data collection was performed on a Illumina HiSeq 2500 and data was processed as described in the M&M section and below.<br>For ChIP-Exo, data collection was performed on a Illumina HiSeq 2500 and data was processed as described in the M&M section and below.                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Data analysis   | ChIP-qPCR: CFX Maestro 2.1,<br>Sequencing data:<br>FastQC (ver. 0.11.5), bcl2fastq2_2.20.0, ChIPexoQual ( <a href="https://welch16.github.io/ChIPexoQual/index.html">https://welch16.github.io/ChIPexoQual/index.html</a> ), Bowtie2 aligner (ver. 2.3.5), deeptools (ver. 3.2.1), bedtools (version 2.27.1), WebLogo 2.8.2 ( <a href="https://weblogo.berkeley.edu/">https://weblogo.berkeley.edu/</a> ), MEME Suite (ver. 5.3.0), ChExMix (ver. 0.45),ChIPpeakAnno (ver. 3.38)<br>ChAsE: Chromatin Analysis and Exploration Tool ( <a href="https://github.com/hyounesy/ChAsE">https://github.com/hyounesy/ChAsE</a> ),<br>Code for the Ising model computations ( <a href="https://github.com/XiPacha/Ising-model">https://github.com/XiPacha/Ising-model</a> ),<br>CURVES+ (v3.0 +, <a href="http://curvesplus.bsc.es/">http://curvesplus.bsc.es/</a> ). |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

ChIP-Exo data were deposited into the Gene Expression Omnibus database under accession number GSE240779 and are available at the following URL: <https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240779>. Code for the Ising model computations is available at: <https://github.com/XiPacha/Ising-model>.

Databases/datasets used in the study:

Reference genome: SacCer3 ([https://www.ncbi.nlm.nih.gov/datasets/genome/GCF\\_000146045.2/](https://www.ncbi.nlm.nih.gov/datasets/genome/GCF_000146045.2/))

Origin location data: OriDB (<https://cerevisiae.oridb.org/index.php>)

Replication timing data: Extracted from OriDB at [https://cerevisiae.oridb.org/data\\_output.php?main=sc\\_repl\\_data&table=Raghu2001\\_Trep&ext\\_format=WIG;&format=tab](https://cerevisiae.oridb.org/data_output.php?main=sc_repl_data&table=Raghu2001_Trep&ext_format=WIG;&format=tab) (Raghuraman et al., 2001) and [https://cerevisiae.oridb.org/data\\_output.php?main=sc\\_repl\\_data&table=Yabuki2002\\_Trep&ext\\_format=WIG;&format=tab](https://cerevisiae.oridb.org/data_output.php?main=sc_repl_data&table=Yabuki2002_Trep&ext_format=WIG;&format=tab) (Yabuki et al., 2002)

DNA properties data: GBshape (<http://rohslab.cmb.usc.edu/GBshape>)

Electrostatic potential data: DNAPI (<https://rohslab.usc.edu/DNAPI/index.html>)

Sequence conservation data: PhastWeb (<http://compugen.cshl.edu/phastweb>)

Coordinate files for the location of MCM2-7 DHs, ORC, A- and B2-elements are available in the supplementary information.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

n/a

Reporting on race, ethnicity, or other socially relevant groupings

n/a

Population characteristics

n/a

Recruitment

n/a

Ethics oversight

n/a

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical methods were used to predetermine sample size. Sample sizes were chosen for adequate power (genome coverage) to detect meaningful differences and was guided by standards in the field.

Data exclusions

No data were excluded

Replication

Conclusions in this study, which are based on generated data were verified by at least two individual biological replicates and/or by merging of at least two biologically independent replicates.

Randomization

Samples were not randomized, as no allocation into experimental groups was performed.

Blinding

The investigators were not blinded during the experimental nor assessment stages due to the intrinsic unbiased nature of the respective assays/analyses and no group allocation was involved in this study.

# Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                  |
|-------------------------------------|--------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms   |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                 |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                        |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                          |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | anti-FLAG, Sigma, F-1804, 1/300 dilution (various lot #)                                                                                                                                                                                                                                                                                 |
| Validation      | The anti-Flag antibody was validated by Western Blotting against FLAG protein and by ChIP-qPCR at on and off target sites of several FLAG-tagged proteins<br><a href="https://www.sigmaaldrich.com/catalog/product/sigma/f1804?lang=de&amp;region=GB">https://www.sigmaaldrich.com/catalog/product/sigma/f1804?lang=de&amp;region=GB</a> |

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

|                                                                    |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
|--------------------------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data access links<br><i>May remain private before publication.</i> | <a href="https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240779">https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE240779</a>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
| Files in database submission                                       | IP_795_G1_37_1_S8_L001_R1_001.fastq.gz<br>IP_795_G1_37_2_S20_L001_R1_001.fastq.gz<br>IP_795_G1_37_3_S32_L001_R1_001.fastq.gz<br>IP_795_G2_37_1_S7_L001_R1_001.fastq.gz<br>IP_795_G2_37_2_S19_L001_R1_001.fastq.gz<br>IP_795_G2_37_3_S31_L001_R1_001.fastq.gz<br>IP_894_G1_37_1_S10_L001_R1_001.fastq.gz<br>IP_894_G1_37_2_S22_L001_R1_001.fastq.gz<br>IP_894_G1_37_3_S34_L001_R1_001.fastq.gz<br>IP_894_G2_37_1_S9_L001_R1_001.fastq.gz<br>IP_894_G2_37_2_S21_L001_R1_001.fastq.gz<br>IP_894_G2_37_3_S33_L001_R1_001.fastq.gz<br>IP_895_G1_37_1_S12_L001_R1_001.fastq.gz<br>IP_895_G1_37_2_S24_L001_R1_001.fastq.gz<br>IP_895_G1_37_3_S36_L001_R1_001.fastq.gz<br>IP_895_G2_37_1_S11_L001_R1_001.fastq.gz |

IP\_895\_G2\_37\_2\_S23\_L001\_R1\_001.fastq.gz  
 IP\_895\_G2\_37\_3\_S35\_L001\_R1\_001.fastq.gz  
 Input\_795\_G1\_37\_1\_S2\_L001\_R1\_001.fastq.gz  
 Input\_795\_G1\_37\_2\_S14\_L001\_R1\_001.fastq.gz  
 Input\_795\_G1\_37\_3\_S26\_L001\_R1\_001.fastq.gz  
 Input\_795\_G2\_37\_1\_S1\_L001\_R1\_001.fastq.gz  
 Input\_795\_G2\_37\_2\_S13\_L001\_R1\_001.fastq.gz  
 Input\_795\_G2\_37\_3\_S25\_L001\_R1\_001.fastq.gz  
 Input\_894\_G1\_37\_1\_S4\_L001\_R1\_001.fastq.gz  
 Input\_894\_G1\_37\_2\_S16\_L001\_R1\_001.fastq.gz  
 Input\_894\_G1\_37\_3\_S28\_L001\_R1\_001.fastq.gz  
 Input\_894\_G2\_37\_1\_S3\_L001\_R1\_001.fastq.gz  
 Input\_894\_G2\_37\_2\_S15\_L001\_R1\_001.fastq.gz  
 Input\_894\_G2\_37\_3\_S27\_L001\_R1\_001.fastq.gz  
 Input\_895\_G1\_37\_1\_S6\_L001\_R1\_001.fastq.gz  
 ORC2\_24min\_1\_S45\_L005\_R1\_001.fastq.gz  
 ORC2\_24min\_2\_S46\_L005\_R1\_001.fastq.gz  
 Input\_895\_G1\_37\_2\_S18\_L001\_R1\_001.fastq.gz  
 Mcm4wt\_G1\_1\_R1\_001.fastq.gz  
 Mcm4wt\_G1\_2\_R1\_001.fastq.gz  
 Orc2wt\_G1\_1\_R1\_001.fastq.gz  
 Orc2wt\_G1\_2\_R1\_001.fastq.gz  
 Orc2wt\_G2\_1\_R1\_001.fastq.gz  
 Orc2wt\_G2\_2\_R1\_001.fastq.gz  
 Input\_895\_G1\_37\_3\_S30\_L001\_R1\_001.fastq.gz  
 Input\_895\_G2\_37\_1\_S5\_L001\_R1\_001.fastq.gz  
 Input\_895\_G2\_37\_2\_S17\_L001\_R1\_001.fastq.gz  
 Input\_895\_G2\_37\_3\_S29\_L001\_R1\_001.fastq.gz

Genome browser session  
(e.g. [UCSC](#))

no longer applicable

## Methodology

### Replicates

All samples for a given ChIP-Exo experiment were analyzed by ChexMix individually. The resulting binding events for each individual replicate sample can be found at GEO. --standard binding event reporting mode was used which report events that pass significance threshold in condition as a whole (Binomial, 1.5-fold change,  $q < 0.01$ ). In addition, ChIPexoQual, a Bioconductor package was used to perform ChIP-exo specific quality control. When ChExAlign was used, standard parameters were applied. All samples for a given ChIP-Seq experiment were analyzed individually. Standard procedures for alignment and quality control were applied (see below).

### Sequencing depth

Typical read depth: 3 million single end reads (minimum read length 40). A minimum of 1 million mapped reads were available for the analysis of particular sample. We determined the sequencing depth to be sufficient based on previously reported literature (M&M Ref 2).

### Antibodies

See antibody section.

### Peak calling parameters

Read mapping was performed using Bowtie2 (v 2.3.5) using default parameters. ChexMix version 0.45 was run with following custom settings --kldivergencethres -3 or -10 --nomotifs. We also used --exclude option to exclude blacklist regions that includes tRNA genes and the rDNA locus.

### Data quality

All samples were evaluated for quality using ChIPexoQual, a Bioconductor package designed specifically for ChIP-exo data. The package generates several diagnostic plots and summary measures that enable assessing enrichment and library complexity. Raw sequence quality was also assessed using FastQC, a popular quality control tool for high throughput sequence data.

### Software

Read mapping was performed using Bowtie2 (M&M Ref 7). ChIP-exo specific quality evaluation was performed using ChIPexoQual package (M&M Ref 6). Peak locations were obtained using ChExMix software (M&M Ref 12,13). Raw sequence quality was also assessed using FastQC (M&M Ref 5), a popular quality control tool for high throughput sequence data.

How the deposited data were processed for this re-analysis (not part of the article)

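The data are ChIP-Exo binding events of FLAG-tagged Mcm4 in G1-phase and of FLAG-tagged Orc2 in G1- and G2-phase of *S. cerevisiae* W303, with 2 biological replicates per condition and 6 lists in all. Orc2 in S-phase, the ChIP-qPCR time courses and the ChIP-seq of mutants were not analysed here.

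The authors aligned single-end reads with Bowtie2 (version 2.3.5, default settings) to R64 and called events with ChExMix (version 0.45) on each replicate, without motif discovery and without tRNA genes and the rDNA, at 1.5-fold enrichment and a q-value threshold of 0.01. The score of each event was written by the authors' event caller before the lists were deposited, as a whole number with a cap of 1000, and it is not normalized between lists. Whether duplicate reads were removed is not stated for these lists. Because the cap is reached by many MCM2-7 events, their ranks contain many ties. The lists hold no read counts, so occupancy in reads, the unit of the paper's percentages, cannot be computed from them, and the depth of each library limits the events in a way that is not known per library.

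From the lists, each event was placed relative to the 332 A-elements of Supplementary Data 1, of which 3 have no strand and were left out of signed distances. First B2-elements were taken from the same file, and the conserved T was read at position 27 of the 32 bp motif. The copy of Supplementary Data 1 used here does not include the sheet of non-origin sites, so non-origin sites were defined by distance. Clusters C1 to C4 follow the 323 origins listed there. An event counts for an origin within 150 bp, events are counted within 400 bp, and non-origin sites lie more than 1000 bp from every A-element. The coordinates of the lists, of Supplementary Data 1 and of the annotation are all of R64. As the cells are W303, strain differences in sequence are not covered.

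Shares have 95% Wilson intervals. Tests across origins are sign-flip permutation tests of paired differences, permutation tests of group differences and of Spearman's rho (100000 resamples, smallest p 1e-05), Fisher's exact test and the exact McNemar test, all two-sided except the permutation tests of the chi-square and Kruskal-Wallis statistics, which are one-sided by construction. Adjustment followed Benjamini and Hochberg within each family, with a threshold of 0.05. Scripting used Python 3.11.15 with NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1 and Matplotlib 3.10.9. The measures were tested on simulated lists of 320 origins with known answers, and 16 of 16 were recovered within the set tolerance. The deposited lists hold several events per origin and many scores tied at the cap. Recovery in simulation does not by itself show how the measures behave under these conditions.

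The tests, windows and thresholds, and the alternatives to them, were chosen before the data were examined, except where a value is said to have been added later. The alternatives were each replicate alone, events at or above the median score of their list (for MCM2-7, the events at the cap), windows of 100 and 250 bp around the A-element, other distances for shared events, overlaps and non-origin sites, detection in both replicates, and G1 and G2 lists compared by replicate number. Added after the lists had been seen were the first-listed event of each origin (the lists run from high to low score), the place in the list in place of the score, ranks among the origins only, the joining of events up to 64 bp apart, the 66 bp counted from the event centre or from the edge of the footprint, and A-elements with an adenine at the listed position only. Origins are named in the text if the paper names them and they have a listed A-element and B2-element, or if they are among the first 3 listed in C1 or C4. Of the non-origin sites, the 5 with the highest mean rank over the G1 replicates are named.

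Tests of the distance of non-origin sites to transcription start sites and of their pyrimidine content were not run, because 1 site remained after the definition above. The relation of MCM2-7 and ORC positions across origins is not reported here.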

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

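All tests reported here were chosen only after the result was seen.

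Binding events appeared at places the paper does not discuss as origins with an A-element: 28 loci more than 1000 bp from every listed A-element held events of MCM2-7 together with ORC events in G1 and in G2. They belong to a set of 29 such loci, all shorter than 500 bp, with a median length of 387 bp. Of the 29, 26 are intergenic and 9 contain an origin annotated in R64. MCM2-7 events of both replicates were present at 28. These lists have no control sample, so the level without binding is not known.

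A technical explanation is that the lists hold only windows around known origins, including origins without a listed A-element. Short loci with all 3 kinds of event made up 96.6%, but this restates what drew attention to the loci and does not decide it. Windows of limited width predict an edge in the events around the A-elements. In each of the 6 lists, events 260 to 320 bp from an A-element numbered at most 5.04% of those 160 to 220 bp from it. Those 160 to 220 bp away numbered 70.3% to 81.0% of those 100 to 160 bp away in 5 lists, but 48.8% in ORC G2 replicate 2, below the 50% set for an edge. Events that thin out with distance at a constant rate are argued against. In each list, the events 260 to 320 bp away were fewer than the fall before them continued at the same rate gives, such as 2 against 18.8 in ORC G2 replicate 2. Over 100000 simulated sets with counting error, the fraction with so few events was 0.00109 in that list, the highest of the 6 lists. An edge at a limited width is thus present, while its source, whether a selection of windows before deposit or the event calling, stays open. Whether the loci without an annotated origin act as origins in cells was not tested. No biological explanation was tested, and the study's Orc2 data in S-phase and in mutants were not analysed here.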

How the results depend on the processing

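Results that rest on first-listed events, on places in the list, on ranks among the origins only, on joined events, on other starts of the 66 bp or on A-elements with an adenine, and the tests of MCM2-7 rank by cluster, of ORC change against MCM2-7 rank and of the A-element match, were chosen only after the result was seen.

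Of 181 recomputed values under the alternatives set in advance, 135 were counted as kept, 38 moved further, 4 lost and 3 gained significance, and 1 reversed. Kept values held their side of the threshold, stayed within the spread between replicates or, for counts, within 1.5 times the count. A value that was not significant before or after counted as kept even where its direction changed. An example is the difference between peak and other distances, at 5.33 points and, with peaks of 2 bp on each side, -4.99 points. Of 65 under the added alternatives, 45 were counted as kept by the same rule, 14 moved, 2 lost and 3 gained significance, and 1 reversed. Some of the 45 also changed direction without being significant. The C1 rank change was 3.10 points by place in the list, against -1.79. The C3 rank change was -3.73 points with first-listed events ranked among the origins, against 2.26. Except where a reason is given, the cause was not tested. The AT-skew, the enrichment of C1 near telomeres and centromeres and the test of MCM2-7 detection by cluster were kept under every alternative run for them. The shift of ORC between phases was not detectable under any alternative with both replicates.

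Each replicate alone. The C4 rank change ran from -17.4 to 5.34 points, so its direction was set by replicate 2. The shift of ORC between phases ran from -5.60 to 1.74 bp, in opposite directions, and was not tested in single replicates. Detection of ORC in C1, C2 and C3 changed by 0 to 1 origins, in C4 by 0 to 12, and the difference between C1/C2 and C3/C4 by 0 to 11. Footprint overlap ran from 91.5% to 96.0%, multiple ORC events at multi-MCM2-7 origins from 92.6% to 93.2%, and single-MCM2-7 origins from 1 to 11. Non-origin sites ran from 5 to 27 in G1 alone and from 7 to 12 in G2 alone, where each list was compared only with the list of the same number in the other phase, and MCM2-7 was found at 85.2% to 94.4% of the non-origin sites in G1. The B2 share in the 66 bp ran from 57.5% to 63.2%, the share between the elements from 54.0% to 60.9%, and the difference between peak and other distances from -1.90 to 6.70 points. The difference of MCM2-7 rank between C1 and C4 was 0 in both, where both medians are at the cap. The rho of ORC change with MCM2-7 rank ran from -0.0418 to -0.0213 in C1/C2 and from -0.117 to 0.00446 in C3/C4.

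With events at or above the median score of each list, A-elements with an event in both replicates fell from 322 to 295 for MCM2-7, from 319 to 225 for ORC in G1 and from 301 to 214 for ORC in G2, so that near-complete detection of ORC rests on the lower-scoring events. Replicate sharing was 86.5% for MCM2-7, 74.0% for ORC in G1 and 68.4% for ORC in G2, the last of these not lower than with all events. The median distance from the A-element was 11 bp for MCM2-7 and 9.5 bp for ORC in G1. The C4 rank change was -1.35 points and no longer significant. The MCM2-7 rank difference between C1 and C4 was 0, with both medians at the cap, and the test across clusters was no longer significant. Single-MCM2-7 origins numbered 22, multiple ORC events were at 79.8% (now significant), 0 non-origin sites remained in G2 alone, the B2 distance was 62 bp and the share between the elements was 65.9%.

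With events shared within 25 bp, sharing was 75.5%, 59.3% and 51.4% for MCM2-7, ORC in G1 and ORC in G2, and within 100 bp it was 96.0%, 89.3% and 82.9%, as the definition requires. A window of 100 bp gave a C4 rank change of -6.06 points and one of 250 bp -5.31 points, both no longer significant after adjustment (q = 0.0696 and 0.0913). Counting within 250 bp gave 3 single-MCM2-7 origins. An overlap of 20 bp gave 93.2%. Detection in both replicates gave 12 more C4 origins in G1 (q = 0.0167), from fewer events in G2 replicate 2. Counting events of either replicate gave 4 non-origin sites in G1 alone and 8 in G2 alone, and no other event within 500 bp gave 0 in G1 alone.

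With first-listed events, the distances from the A-element were 27.2 bp for MCM2-7, 19.5 bp for ORC in G1 and 16.5 bp for ORC in G2, and MCM2-7 lay 7.83 bp downstream of ORC (now significant). Overlap was 80.1%, the B2 distance 50 bp and the B2 share 54.6%. The C1 rank change was -4.15 points (now significant). The MCM2-7 rank difference between C1 and C4 was 0, and the test across clusters was no longer significant. With ranks among the origins only, the C1 rank change reversed to 7.35 points and rho in C3/C4 became significant at -0.221. Joining events up to 64 bp apart gave 77 single-MCM2-7 origins, by its construction. The B2 share was 47.7% with the 66 bp counted from the event centre and 71.3% from the edge of the footprint. Leaving out A-elements without an adenine at the listed position kept the distances and shifts.

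The replicate numbers do not pair the samples: across 287 origins, the differences between replicates 1 and 2 in G1 and in G2 had a correlation of -0.0594. With a replicate block, the C4 rank change was -3.05 points (q = 0.483), C4 gained 12 origins in G1 (q = 0.0167), and non-origin sites averaged 16 in G1 alone and 9.5 in G2 alone. The block changed no other call.

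Not run were the tests of transcription start sites and pyrimidine content at non-origin sites with all their alternatives (1 site remained), replicate sharing with 1 replicate left out (it needs both), and windows, replicates and score thresholds for the C1 enrichment near telomeres and centromeres (they do not enter it). Read depth is not in the lists, which limits every statement about occupancy to presence, position and rank.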

Differences from the paper's values

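The tests with first-listed events or joined events, and those of MCM2-7 rank by cluster, A-element match and ORC change against MCM2-7 rank, were chosen only after the result was seen.

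The paper reports 143 origins with a single MCM2-7 peak, against 1 here. None of the alternatives set before the data were examined closed the gap, with values of 1 to 22. Joining events up to 64 bp apart, chosen after seeing the values, gave 77. The paper reports 242 non-origin ORC sites in G1, against 1 here, and none of the alternatives set before the data were examined closed the gap, with values of 0 to 27. Of all events, 93.8% lay within 250 bp of a listed A-element. The ORC lists in G1 held only 72 and 61 events beyond 1000 bp (replicates 1 and 2), all within the 29 short loci, and 8 and 12 between these distances. They therefore cannot hold 242 separate sites more than 1000 bp from A-elements, and the count of 1 does not test the paper's number. Whether some of the paper's sites lie closer to an A-element is open. The paper's median distance from the MCM2-7 centre to the first B2-element is 51 bp, against 67 bp here. None of the alternatives set before the data were examined closed the gap (62 to 70 bp), and the first-listed event, chosen after seeing the values, gave 50 bp. The paper places more than 80% of B2-elements in the 66 bp stretch, against 63.8% here, with 57.5% to 67.05% under the alternatives set in advance. It finds multiple ORC peaks at about 82% of multi-MCM2-7 origins, against 97.5% here. Events at or above the median score gave 79.8%.

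In the paper's source data for Fig. 2e, the median distance from the A-element is 25 bp for MCM2-7, 20 bp for ORC in G1 and 11 bp for ORC in G2. Here it was 5.5, 6.25 and 6.5 bp. For ORC in G2, replicate 2 alone and events at or above the median score of each list, both at 9.5 bp, closed the gap. For MCM2-7 and ORC in G1 none of the alternatives set before the data were examined did, with at most 11 bp and 9.5 bp. The first-listed event, chosen after seeing the values, gave 27.2 bp for MCM2-7, 19.5 bp for ORC in G1 and 16.5 bp for ORC in G2.

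The paper describes a fall of ORC from G2 to G1 in C1 and C2 and a rise in C3 and C4. The mean change of rank here was -1.79, 2.63, 2.26 and -6.27 points in C1 to C4, and C4 rose, by 5.34 points, in replicate 1 alone and fell in replicate 2. Rank within a list is not the paper's read occupancy. The paper describes stronger loss of ORC in C1 and C2 with more MCM2-7 loading, and rho here was 0.0164, where most nearest MCM2-7 events were tied at the cap. Without these ties, rho was 0.0215 by place in the list and -0.126 with first-listed events ranked among the origins, neither of them significant. The paper describes C3 and C4 as without this trend, and none was detectable here either (rho -0.0297, permutation p = 0.716). Of the alternatives chosen after seeing the values, first-listed events gave a rho of 0.109 (permutation p = 0.189) and these ranked among the origins gave -0.221 (permutation p = 0.00686). For MCM2-7, the paper places C1 above the other clusters. Medians of the nearest events were equal in C1, C2 and C3 here, and the ranks of first-listed events among the origins, chosen after seeing the values, placed C1 highest in both replicates.

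The paper describes A-elements closer to the consensus in C1 than in C2 to C4. The mean match here was 9.78 positions in C1 and 9.84 in C2, while full matches fell from 36 in C1 to 19 in C4. The paper describes ORC in G1 as centred further downstream than in G2, and the shift here was -1.85 bp. The paper describes high-loading origins as enriched at peak A-B2 distances, and the difference here was 5.33 points with p = 0.618. The paper describes no MCM2-7 at non-origin ORC sites, and MCM2-7 events were found at 36 of 36 sites here. These lie in 17 loci, 5 of them with an annotated origin, and are not known to be the paper's non-origin sites.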

Other observations

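Chosen only after the result was seen were the tests of the score cap, of the event number in G2 replicate 2, of the difference between the G1 replicates in C4, of the skew at fixed distances, of a G2 library under a G1 label and of the cluster order, and every measure that uses first-listed events.

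Events of the replicates lay close together partly because all events crowd around A-elements. When the events of 1 replicate were laid over those of the other at a randomly drawn other A-element, 1000 times, the mean share within 50 bp was 70.3% for MCM2-7, 65.2% for ORC in G1 and 60.0% for ORC in G2. The shares at the true A-elements were 89.9%, 77.4% and 69.6%, above every draw, which argues against crowding as the whole cause. Within 5 bp, the true shares were 27.5%, 20.0% and 19.5%, against 15.5%, 13.8% and 13.2% in the draws.

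The overlap of MCM2-7 and ORC footprints at 96.9% of origins is hardly above what unrelated origins give. With the nearest MCM2-7 event of 1 origin set against the nearest ORC event of another, the mean overlap was 96.1%, and 219 of 1000 draws were as high as the observed value. This is consistent with the choice of the event nearest to the A-element setting the overlap. For first-listed events the observed 80.1% was above all 1000 draws (mean 71.2%), which argues against closeness to the A-element as the whole cause there.

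The fall of ORC rank in C4 from G2 to G1 is not explained by the cap of the score, as it was -5.995 points (permutation p = 0.0116) by place in the list. The number of weak events in the lists does not account for all of the fall with first-listed events. That change was -10.4 points in the whole lists and -5.60 points (permutation p = 0.00122) among the origins only. Nearest events were not ranked among the origins only. With first-listed events ranked among the origins only, C4 changed by -1.30 points (permutation p = 0.555) towards G1 replicate 1 and by -9.56 points (p = 1e-05, the smallest possible) towards G1 replicate 2. This is consistent with the clusters following an order close to that of the list labelled ORC G1 replicate 2, in which the lowest cluster is low by construction. The G1 replicates differed in C4 by 29.2 points by score and by 8.97 points (permutation p = 0.00026) among the origins only, so the number of weak events does not account for all of that difference. A biological difference between the G1 cultures was not tested.

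The listed order by ORC binding in G2 had a rho of 0.931 with the list labelled ORC G1 replicate 2 and of 0.642 and 0.604 with the G2 lists. A G2 library under that label is argued against. G1 replicate 1 correlated more closely with it than with either G2 list, by at least 0.114 (bootstrap interval 0.0399 to 0.176), and the G2 lists correlated with each other more closely than with it, by 0.127 (0.0463 to 0.193). The comparison first written down, of that list with G1 replicate 1 against its lower rho with a G2 list, gave 0.0611 (-0.0162 to 0.15) and was undecided. Against its higher rho with a G2 list, the difference was 0.0466 (-0.0434 to 0.118) and likewise undecided. A noisier score in the G2 lists is also argued against, as these correlated with each other by 0.13 more than the higher of their rho with the listed order (0.0511 to 0.199). How the listed order was made stays open.

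A rise of low origins from G2 to G1 can arise from grouping alone. The lowest 25% of origins in G2 replicate 1 rose by 7.10 points (permutation p = 0.0144) from G2 replicate 2 to the mean of G1. The lowest 25% in G1 replicate 1 rose by 5.56 points (permutation p = 0.0033) from G1 replicate 2 to the mean of G2. The rises differed by 1.54 points (bootstrap interval -5.62 to 9.22). This is consistent with origins chosen as low in 1 phase lying closer to the middle in the other, in either direction. It concerns ranks, and the read occupancies of the paper were not tested.

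ORC events were found at fewer C4 origins in G2 replicate 2 than in replicate 1. The 15 origins without an event in replicate 2 had a mean percentile in replicate 1 that was lower by a difference of -6.57 points than that of the other 57 (permutation p = 0.386). Too few origins keep this open, and weak origins missed in the shorter list cannot be told apart from other reasons.

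Most gaps between neighbouring MCM2-7 events at 1 origin (75.9% and 69.6% in replicates 1 and 2) were shorter than 1 footprint. Splitting of strong signal by the event caller predicts more events at origins whose first event stands higher in the list. The opposite was found, with a rho across origins of -0.339 and -0.371 in replicates 1 and 2 (p = 1e-05 for both, the smallest possible). This does not decide on splitting, because dividing a signal over several events could itself lower the place of the first event. The paper describes a 12/13 bp interval between B2-elements. As a hypothesis, a register of MCM2-7 events at this interval, counted from the A-element, was tested and not seen (permutation p = 0.685 and 0.929).

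The position of the first-listed MCM2-7 event was shared between replicates (rho 0.616), more than that of ORC in G1 (0.207) or G2 (0.146). With the A-B2 distance, rho was 0.125 and 0.0739 (p = 0.1 and 0.332, 174 origins), so that the B2-element setting the position cannot be told apart from no relation.

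The AT-skew across MCM2-7 sites was 0.164. With windows at a fixed distance from every A-element, it ran from -0.231 to 0.403 over 26 distances between -100 and 150 bp. The highest value, at 30 bp, is the maximum picked from these. It is consistent with the skew being set by the surroundings of the A-element, as no MCM2-7 position enters it. With the MCM2-7 distance of each origin exchanged for that of another, the mean skew was 0.125, and 23 of 1000 exchanges were as high as the observed value. A skew that follows from the usual distance to any A-element cannot be told apart from one that also depends on the position at the single origin, because the observed value lay above most exchanges but not above all.

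Of 323 clustered origins, 16 had no event within 150 bp in any list, 3 each in C1 and C3, 2 in C2 and 8 in C4. One is ARS514, the origin listed first in C1. Of these origins, 6.25% lie within 500 bp of a tRNA gene, against 3.58% of the other 307 (Fisher's exact test, p = 0.462). Removal of events within 500 bp of tRNA genes by the authors thus cannot account for most of them. The width of the regions left out is not stated, so removal over a greater width stays open. The distances to a tRNA gene ran from 425 to 146989 bp, with ARS514 at 869 bp. Why an origin listed highest by ORC in G2 has no event stays open, and no biological explanation was tested.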
